# Opposing influences of *TAC1* and *LAZY1* on Lateral Shoot Orientation in Arabidopsis

**DOI:** 10.1038/s41598-020-62962-4

**Published:** 2020-04-08

**Authors:** Courtney A. Hollender, Joseph L. Hill, Jessica Waite, Chris Dardick

**Keywords:** Plant development, Plant genetics, Plant molecular biology

## Abstract

*TAC1* and *LAZY1* are members of a gene family that regulates lateral shoot orientation in plants. *TAC1* promotes outward orientations in response to light, while *LAZY1* promotes upward shoot orientations in response to gravity via altered auxin transport. We performed genetic, molecular, and biochemical assays to investigate possible interactions between these genes. In Arabidopsis they were expressed in similar tissues and double mutants revealed the wide-angled *lazy1* branch phenotype, indicating it is epistatic to the *tac1* shoot phenotype. Surprisingly, the lack of *TAC1* did not influence gravitropic shoot curvature responses. Combined, these results suggest *TAC1* might negatively regulate *LAZY1* to promote outward shoot orientations. However, additional results revealed that *TAC1-* and *LAZY1* influence on shoot orientation is more complex than a simple direct negative regulatory pathway. Transcriptomes of Arabidopsis *tac1* and *lazy1* mutants compared to wild type under normal and gravistimulated conditions revealed few overlapping differentially expressed genes. Overexpression of each gene did not result in major branch angle differences. Shoot tip hormone levels were similar between *tac1*, *lazy1*, and Col, apart from exceptionally elevated levels of salicylic acid in *lazy1*. The data presented here provide a foundation for future study of *TAC1* and *LAZY1* regulation of shoot architecture.

## Introduction

Lateral organ orientation in both shoots and roots plays a key role in a plant’s interaction with the environment and its ability to access resources such as light and water. The IGT gene family members *TILLER ANGLE CONTROL 1* (*TAC1*) and the related set of *LAZY* genes are important regulators of lateral organ orientation^1,2^. These genes share four conserved amino acid regions or domains, and *LAZY* genes share an additional C-terminal domain^3,4^. *TAC1* generally occurs as a single copy gene, but many species possess multiple *LAZY* genes, with six identified in Arabidopsis^2–8^. While the *LAZY1* gene of *Arabidopsis thaliana* (Arabidopsis) contributes almost exclusively to shoot architecture, the remaining Arabidopsis *LAZY* genes primarily control root architecture^7,8^. However, GUS reporter activity and additive shoot phenotypes in plants with combinatorial *lazy1*, *lazy2*, and *lazy4* mutations suggest *LAZY2* and *LAZY4* also have a role in regulating shoot orientation^7,8^. *LAZY2*, 3, and 4 are also known as *DEEPER ROOTING* (*DRO3, 2, & 1*) and *NEGATIVE GRAVITROPIC RESPONSE OF ROOTS* (*NGR1, 3, & 2*), respectively, as they were separately identified as regulators of lateral root orientation^6,9–12^. Further, an alternate *LAZY* gene nomenclature denotes *LAZY3* as *LZY2* and *LAZY4* as *LZ3Y*^8^.

Lateral branches, tillers, leaves, and flower buds of plants with loss-of-function *tac1* mutations or reduced *TAC1* expression exhibit upright orientations^3,13–19^. In contrast, *lazy1* mutants have wider branch or tiller angles and *lazy4/dro1* mutants display prostrate lateral root orientations^4–9,20–24^. Plants with multiple *lazy/dro* mutations exhibit even wider lateral shoot/root angles and, in some cases, downward shoot growth and/or upward root growth^7,8,10,11^. Together, those findings demonstrate that *TAC1* promotes horizontal lateral organ orientations, while *LAZY* genes promote vertical orientations. Despite their sequence similarity and opposing roles in shoot architecture, functional relationships between *TAC1* and the *LAZY/DRO* genes have not been identified to date.

Currently, very little is known about *TAC1* function, but significant progress has been made uncovering *LAZY/DRO* functional mechanisms. *LAZY/DRO* family members regulate gravitropic responses in shoots and/or roots downstream of amyloplast sedimentation and upstream of the establishment of the asymmetric auxin hormone gradients generated by PIN auxin-efflux proteins^4,5,7,8,12,20,21,25,26^. *LAZY/DRO* genes are expressed in vasculature and gravity sensing tissues^4,7,8,12,21^. Single *lazy1* and multiple *lazy/dro* mutants have impaired, or in some cases reversed, gravitropism phenotypes, yet exhibit normal amyloplast development and sedimentation in response to gravistimulation^4,5,7,8,12,20,21,25,26^. *Oryza sativa* (rice) and *Zea mays* (maize) *lazy1* mutants have increased basipetal (root-ward) polar auxin transport and reduced lateral auxin transport, including gravity-induced transport in response to gravistimulation^5,20,21,26^. Additionally, *lazy1* maize showed decreased expression of *PIN1c*, and agravitropic Arabidopsis *lazy1;lazy2;lazy4* and *lazy2;lazy3;lazy4* roots exhibited reversed auxin gradients and polar PIN3-GFP localization upon gravistimulation^5,8,12^

An N-terminal transmembrane domain (TMD) and two C-terminal Nuclear Localization Signals (NLS) have been identified in LAZY1 and other LAZY proteins^4,27^. Yet, the importance or specific role of each domain may vary between species. Heterologously expressed GFP-tagged full-length and truncated LAZY1 proteins, along with *in vitro* assays, indicated monocot and dicot LAZY1 proteins, as well as Arabidopsis AtLAZY2, 3 and 4, associate with the plasma membrane and, in some cases, microtubules and nuclei^4,5,20,28,29^. The LAZY1 TMD was needed for membrane localization of transiently expressed rice and maize LAZY1-GFP in onion^20,27^. But an AtLAZY1 truncation lacking the TMD still localized to membranes in tobacco^28^. In addition, Arabidopsis protein fractionation assays suggested AtLAZY1 is a peripheral membrane protein, not a transmembrane one^28^. Lastly, the AtLAZY1 N-terminal Region I, upstream of the TMD was found to be important for both plasma membrane localization and branch angle control, as illustrated by site directed mutagenesis^29^. AtLAZY1 Regions II and V are also essential for LAZY1-directed branch angle control^29^. Interestingly, in Arabidopsis, nuclear localization is not needed for LAZY1-mediated branch angle control^4^. The *lazy1* shoot phenotype was rescued by overexpressing a *LAZY1* sequence containing a mutation in the NLS, which was shown to prevent nuclear localization in tobacco^4^.

The last ~14 amino acids of the LAZY protein C-terminus (which is also called domain/region V, the Conserved C-terminus in LAZY1, or the CCL, as well as peptide VI) contains an Ethylene-responsive Amphiphilic Repression (EAR) transcriptional repressor motif and this region seems to be important for LAZY protein function in many species^3,5,8,29^. It was required to rescue Arabidopsis *lazy1;lazy2;lazy4* mutant root gravitropism phenotypes^8^. Overexpression of this sequence in the triple mutant resulted in upward growing roots^8^. Further, site-directed mutagenesis of several amino acids within the EAR motif in region V reduced or eliminated rescue of the *lazy1* and *lazy1;lazy2;lazy4* phenotypes^29,30^. Lastly, the EAR motif mediated interactions between wheat LAZY4/DRO1 protein and auxin signaling repressor TOPLESS, suggesting it is functional in this species^11^.

*LAZY1* transcription in rice is directly and positively regulated by the HEAT STRESS TRANSCRIPTION FACTOR 2D (HSF2D) protein upstream of auxin transport in response to gravistimulation^31^. Yeast-one-hybrid assays suggested *LAZY4*/*DRO1* expression in wheat is directly regulated by AUXIN RESPONSE FACTOR 1 (ARF1) transcription factors^11,31^. In addition, yeast-two-hybrid and BiFC experiments determined that the maize LAZY1 (ZmLAZY1) protein bound to both a protein kinase (ZmPKC) which may be involved in PIN localization at the plasma membrane, and to a nuclear-localized Aux/IAA auxin signaling repressor protein (ZmIAA17)^5^. However, species-wide interpretations of results from maize should be cautioned because in addition to its role in gravitropism and shoot architecture, *LAZY1* is also essential for tassel and ear development in maize^5^.

In contrast to the mechanistic knowledge about *LAZY1*, much less is known about *TAC1*. Its function in promoting wide lateral shoot angles is dosage dependent and light regulated^3,13–19,32–34^. *TAC1* expression has been detected in shoot tissues in peach, poplar, and Arabidopsis, with higher expression detected in apical regions^3,16,34^. Further, expression in Arabidopsis was induced by light and eliminated after prolonged darkness or application of photosynthetic inhibitors^18^. Additionally, the narrow branch angle phenotype in Arabidopsis *tac1* plants phenocopies the branch angles of wild type plants exposed to continuous shade or the chlorophyll biosynthesis inhibitor Norflurazon^18^. Lastly, *AtTAC1* overexpression could not fully rescue the Arabidopsis mutant phenotype and it only partially prevented upright reorientation of branches in wild type plants in response to darkness^3,18^. These findings suggest additional pathways promote outward shoot orientations in Arabidopsis and/or the existence of post-transcriptional regulation of *TAC1*.

Here we examined the functional relationship between *TAC1* and *LAZY1* in Arabidopsis at the molecular and genetic level as well as in connection with gravitropic responses. Our experimental results suggest that, while these genes have several commonalities, they also have distinct functions. In addition, while they do not appear to directly regulate each other’s expression, an indirect negative regulation of LAZY1 function via TAC1 at the protein level cannot be ruled out.

## Results

### GUS reporter constructs revealed *TAC1* and *LAZY1* have similar expression patterns

Tissue-specific *TAC1* and *LAZY1* gene expression patterns were assessed in Arabidopsis plants throughout development using a *GUS* reporter system. Arabidopsis plants containing the Arabidopsis *LAZY1* promoter driving *GUS* (*promAtLAZY1::GUS*) previously revealed *LAZY1* promoter activity in shoots, vasculature, endodermis, petioles, and shoot apical meristem tissue, as well as a faint signal in the root which was generally restricted to root vasculature^4,7,8^. We generated an Arabidopsis line containing the *TAC1* promoter driving *GUS* (*promAtTAC1::GUS*) to compare spatiotemporal expression pattering between *LAZY1* and *TAC1*. We found *TAC1* promoter activity was highly similar to *LAZY1* in the shoot (Fig. 1; Supplementary Figures S1 and S2). Two- and four-week-old seedlings had strong expression in the vasculature of cotyledons and young leaves (Fig. 1a–d). Strong staining was consistently visible in the primary and most prominent (thicker) secondary roots of *promAtTAC1::GUS* seedlings as well as in lateral root tips (Fig. 1b; Supplementary Figure S2). In contrast *promAtLAZY1::GUS* seedling roots had fainter staining overall, although strong signal was sometimes observed in primary roots of older seedlings and adult plants (Fig. 1a; Supplementary Figure S1). Little to no expression was observed in mature *promAtTAC::GUS* and *promAtLAZY1::GUS* rosette leaves, but signal was present in rosette petioles as well as younger leaves to varying degrees (Fig. C-F; Supplementary Figures S1 and S2).

**Figure 1:**
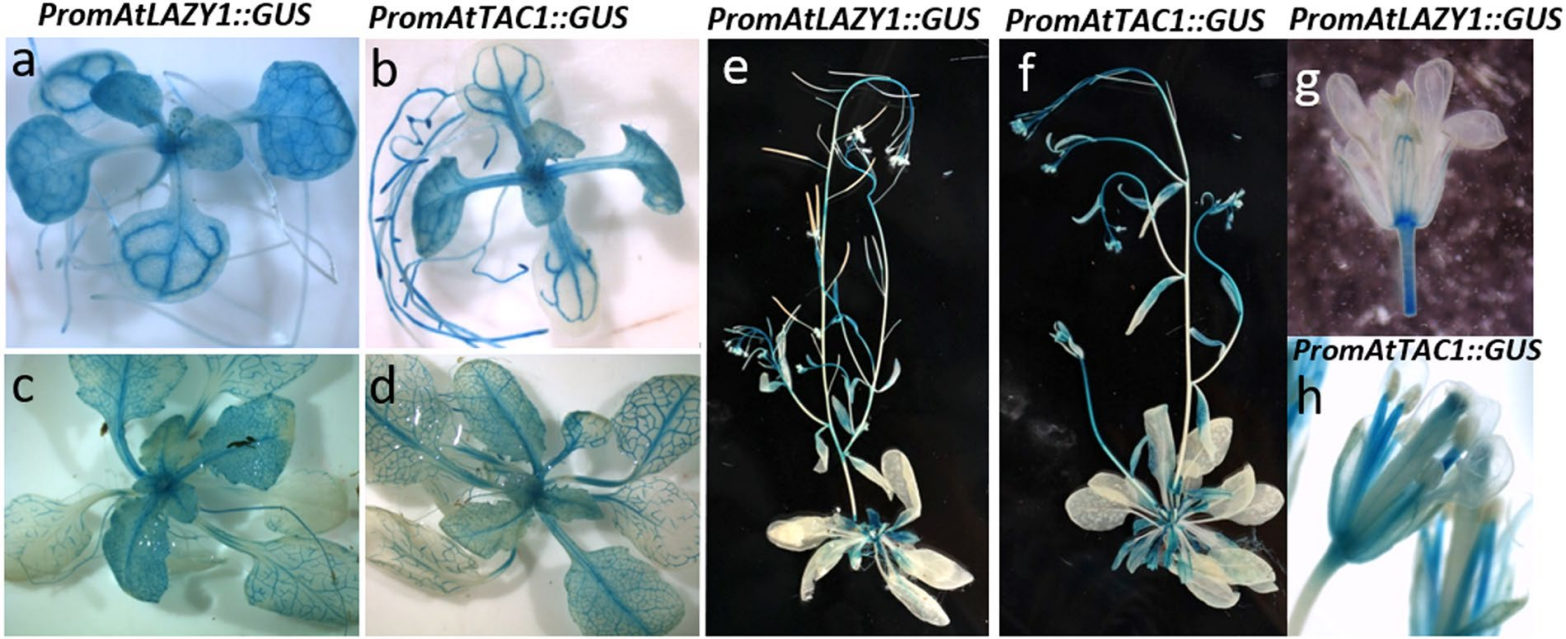
GUS staining of Arabidopsis containing *PromAtLAZY1::GUS* and *PromAtTAC1::GUS* reporter constructs revealed similar tissue-specific gene expression patterns. Two-week old *PromAtLAZY1::GUS* (**a**) and *PromAtTAC1::GUS* (**b**) seedlings. Four-week old *PromAtLAZY1::GUS* (**c**) and *PromAtTAC1::GUS* (**d**) seedlings. Mature At*PromLAZY1::GUS* (**e**) and *PromAtTAC1::GUS* (**f**) plants. Mature *PromAtLAZY1::GUS* (**g**) and *PromAtTAC1::GUS* (**h**) flowers.

In mature plants, staining for *TAC1* and *LAZY1* expression was observed in shoots, with the highest signal in the apical regions (Fig. 1e,f, Supplementary Figures S1 and S2). As the distance from the shoot apices decreased, the signal became increasingly faint and was often absent from the base of the shoots (Fig. 1e,f, Supplementary Figures S1 and S2). For both *promAtTAC1::GUS* and *promAtLAZY1::GUS* plants*, GUS* expression in cauline leaves varied but was similar in intensity and localization and often strongest in the vasculature and at the base of the leaves (Fig. 1e,f, Supplementary Figures S1 and S2). *TAC1* and *LAZY1* reporter lines also had strong staining in newly emerging axillary shoots (Supplementary Figures S1 and S2).

The most noticeable difference in the localization patterns for the two genes was in the flowers, where *TAC1* was highly expressed in filaments but *LAZY1* signal was absent. GUS expression for both promoters was apparent in sepal vasculature, style, carpel base, and pedicels (Fig. 1g,h, Supplementary Figures S1 and S2). However, the *TAC1* signal was consistently stronger in these tissues (Fig. 1g,h; Supplementary Figures S1 and S2). On occasion, *promAtTAC1::GUS* signal was observed in the carpel valves and septum of developing siliques (Supplementary Figure S2).

### Arabidopsis *lazy1* branch phenotype was epistatic to the *tac1* branch phenotype

The similarity between *TAC1* and *LAZY1 promoter::GUS* expression patterns along with the opposing phenotypes of *tac1* and *lazy1* Arabidopsis suggest a possible intersection between their control of branch orientation. To determine the combined effect of their non-functional alleles on shoot architecture, *tac1* and *lazy1* single mutants were crossed and the shoot orientation phenotypes of at least two hundred homozygous double mutants from multiple lines and generations were characterized. The *tac1;lazy1* double mutants clearly and consistently displayed a *lazy1*-like wide branch angle phenotype and could only be distinguished by genotyping (Fig. 2). Thus, the *tac1;lazy1* mutant phenotype suggests *lazy1* is epistatic to *tac1* with regards to branch orientation control.

**Figure 2:**
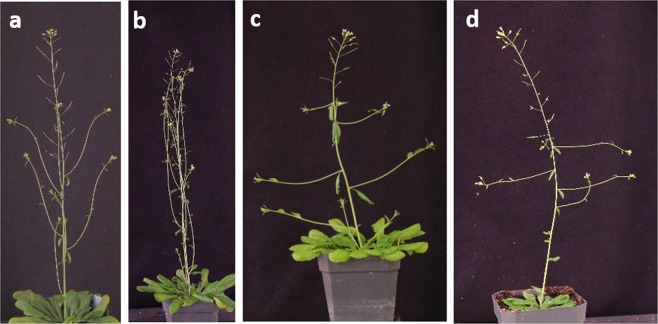
The *lazy1* branch phenotype is epistatic to *tac1*. (**a**) Col, (**b**) *tac1*, (**c**) *lazy1*, (**d**) *tac1; lazy1*.

### *tac1* mutants did not exhibit an altered gravitropic shoot bending response

Previous studies found that *lazy1* mutants had delayed gravitropic bending responses to shoot reorientation^4,5,21,26^. Here we tested if *TAC1* also has a role in gravitropic shoot bending. We hypothesized that *tac1* mutants might exhibit faster gravitropic bending responses than wild type and *lazy1* plants due to the more upward-oriented branch phenotype in *tac1* plants. We also wanted to test if the *lazy1* gravitropic response would be epistatic to *tac1*, just as the branch orientation phenotype was. To investigate these possibilities, we performed four separate 90° reorientation experiments with up to 30 Arabidopsis wild type Columbia-0 (Col), *tac1*, *lazy1*, and *tac1;lazy1* double mutant plants in pots (See Supplementary Figure S3 for our set-up). Plants were affixed to a custom-built rack and reoriented 90° under green light to eliminate phototropic interference and imaged in a single frame every minute for up to 12 hours to generate time-lapse videos, as exemplified in Video V1. To reduce the influence of plant size and shoot weight, all plants were a similar height and had only one primary shoot with short branches. Time-lapse videos were studied to assess if obvious reorientation differences existed between genotypes. We observed that the *tac1* plants fully reoriented, while *lazy1* and *tac1;lazy1* exhibited similarly slow bending responses compared to Col (Fig. 3, Supplementary Figure S3, Video V1). Obvious differences between *tac1* and Col plants were not detectable by eye. To quantitatively compare gravitropic bending rates, we initially measured the angle between plant shoot tips and the shoot trajectory. At 30- and 60-minutes post reorientation, *lazy1* and *tac1;lazy1* were very minimally less upright than Col (their average tip angles were closer to the 180-degree horizontal), and there was no significant difference between *tac1* and Col (Table S1). This agreed with our visual observation that *tac1* did not reorient faster and *lazy1* and *tac1;lazy1* responded equally slower than Col (Table S1). However, imaging a large field of view reduced the resolution of individual shoots and shoot tips, increasing variability and subjectivity when choosing anchor points for angle measurements. In addition, the simulated dark conditions resulted in extensive shoot tip circumnutation (clearly visible in Video V1). Consequently, tip angles from the images spanning the majority of the 12-hour time period did not always correlate with the degree of bending observed in the shoots. Therefore, we subsequently developed a novel approach to compare gravitropic responses over time in relation to shoot curvature, the most obvious response to phenotype. Using ImageJ software^35^ and images from twenty time points spanning 1.5 to 12 hours after reorientation, we extracted the area of circles that, when overlaid, best fit the curvature of each stem at the site of bending. This method enabled relative comparisons between genotypes for the later-stage bending response; as time from reorientation increases, shoots become more upright and the areas of the best-fitting circles decrease (Fig. 3). While this method works well to quantify the overall curvature of a stem, it is unable to assess possible differences during very early shoot lifting.

**Figure 3:**
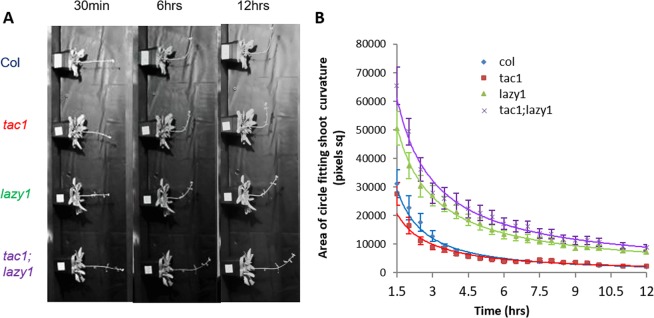
Gravitropic responses of wildtype (Col), *tac1*, *lazy1*, and *tac1;lazy1* Arabidopsis plants after a 90-degree reorientation. (**A**) Images of the same representative Col, *tac1*, *lazy1*, and *tac1;lazy1* plants at 30-minute, 6-hour, and 12-hour time points. (**B**) The rate of bending in response to reorientation represented by the decreasing area of circles that best fit the curve of each inflorescence meristem bend between 1.5 and 12 hours after reorientation. Each data point represents the average area from four independent experiments, each with five to nine plants per genotypes. Student’s t-test results found significant differences between the Col and *lazy1* and Col and *tac1;lazy1* values at every time point (p < 0.05). No significant differences were found between Col and *tac1* or *lazy1* and *tac1;lazy1* at any time point. Data points were fit with a power trendline and error bars indicate SEM.

Using this ‘best-fit circle’ relative assessment method, we identified that *lazy1* and *tac1;lazy1* bending (curvature) responses were slower than Col and *tac1*. The circles fitting their shoots at all time points were consistently larger than those for Col and *tac1* (p < 0.05, determined by t-test) (Fig. 3). No differences were found between Col and *tac1* or *lazy1* and *tac1;lazy1* at any time point. The *lazy1* and *tac1*;*lazy1* genotypes exhibited a comparable delayed gravitropic curvature response, suggesting the loss of *TAC1* does not alter this *lazy1* gravitropism phenotype (Fig. 3). In addition, we found no differences in overall rate of reorientation between *tac1* and Col using this method (Fig. 3).

### Ectopic *LAZY1* expression causes an EAR-domain dependent curled leaf phenotype

We previously reported that overexpression of *TAC1* in plum trees resulted in wider branch angles^17^. However, we also reported *TAC1* overexpression only partially complemented the *tac1* Arabidopsis mutant phenotype, and in 24-hour light or dark conditions *TAC1* overexpression in Col had little effect on branch angle^3,18^. In contrast, *35 S::AtLAZY4/DRO1* in Arabidopsis exhibited more vertically oriented lateral shoots as a result of narrower branch angles, as well as upward curled leaves^6^. Further, the overexpression of a *LAZY4/DRO1* sequence lacking the EAR motif (*35 S::AtLAZY4/DRO1*Δ*EAR*) did not result in these phenotypes^6^. Here, we investigated the effect of overexpressing the full-length *AtLAZY1* CDS (*35 S::LAZY1*) as well as a truncated sequence lacking the EAR motif (*35 S::LAZY1*Δ*EAR*) in the Col background (Fig. 4, Supplementary Figure S4). For comparison, *35 S::TAC1* in Col were grown alongside the *LAZY1* and *LAZY1*Δ*EAR* overexpression plants (Fig. 4B,F; Supplementary Figure S2). We found the *35 S::TAC1* plants exhibited a very slight, but significant increase in branch angle (Supplementary Figure S4). In addition, in contrast to the published *35 S::AtLAZY4/DRO1* phenotype, overexpression of full length *LAZY1* surprisingly did not produce obvious branch angle differences compared to Col (Fig. 4A–D). However, when measured, the *35 S::LAZY1* plants also had a slight increase in branch angle compared to Col (Supplementary Figure S4). Compared to Col, *35 S::LAZY1* plants also exhibited upward curling of rosette leaves, with some rolling up completely as they aged (Fig. 4I,J). Upward curled cauline leaves were also observed sporadically in the *35 S::LAZY1* plants but not in Col. These leaf phenotypes were comparable to those in *35 S::AtLAZY4/DRO1* plants^6^. Curled leaves were not observed in *35 S::AtLAZY1*Δ*EAR* or *35 S::TAC1* (Fig. 4). In addition, young rosette leaves from *35 S::LAZY1* plants were more rounded than the Col, *35 S::TAC1*, and *35 S::AtLAZY1*Δ*EAR* plants (Fig. 4E–H). The lack of a *35 S::LAZY1* branch angle phenotype, in contrast to the narrower branch angles exhibited in published *35 S::LAZY4/DRO1* lines, suggests possible spatial regulatory divergence regarding lateral shoot orientations, as *LAZY4/DRO1* primarily regulates root angle. However, the shared leaf curl phenotype, and absence of this phenotype in both *LAZY1ΔEAR* and *LAZY4/DRO1*Δ*EAR* overexpression plants, suggests some functional conservation, as well as highlights the importance of the EAR motif for *LAZY* family members.

**Figure 4:**
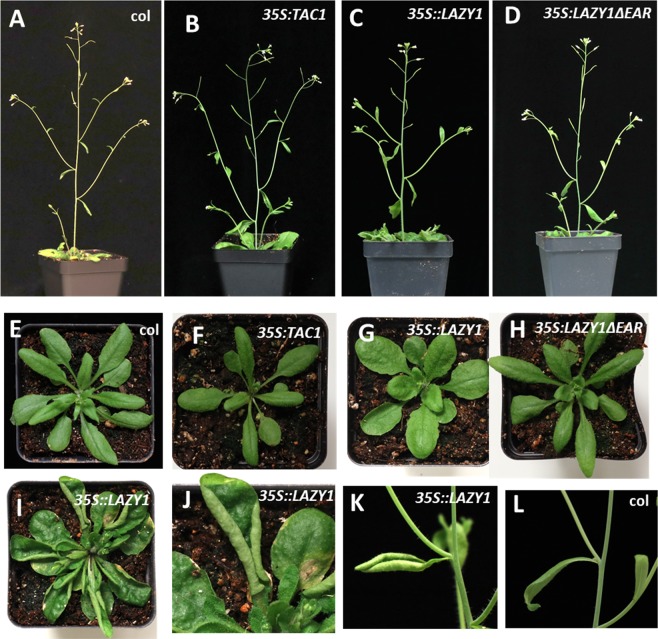
Overexpression of *LAZY1* resulted in leaf curl but not altered branch angles. Arabidopsis Columbia (**A,E**), *35 S::TAC1* (**B,F**), *35 S::LAZY1* (**C,G**), and *35 S:LAZY1∆EAR* (**D,H**) plants and young rosettes prior to bolting. (**I**) Mature *35 S::LAZY1* rosette with bolt removed (**J**) Enlarged image of curled rosette leaf from (**I**). (**K**) *35 S::LAZY1* node with a rare upward curled cauline leaf. (**L**) Columbia node with cauline leaf.

### *lazy1* plants exhibit substantially elevated SA levels

Hormone concentrations and gradients play a key role in directing shoot architectures, including lateral shoot orientations. Prior studies established that *LAZY1* acts upstream of auxin transport^5,7,20,21,26,31^. Pillar peach trees (*tac1* mutants) were found to have elevated auxin concentrations in their shoot tips relative to standard cultivars^36^. Further, altered Abscisic Acid (ABA) localization in branches was associated with a weeping mulberry tree architecture, and *tac1* is epistatic to a weeping peach architecture^32,37^. To investigate if *TAC1-* or *LAZY*-mediated shoot orientations are associated with hormone concentrations, LC/MS/MS was performed on extracts from Arabidopsis *tac1*, *lazy1*, and Col shoot tips, stems (just below the tip), and branch tips from plants (Fig. 5; Supplementary Figure S5). Salicylic Acid (SA), Jasmonic Acid (JA), ABA, and auxin (IAA) concentrations were quantified. These tissues were chosen because they are regions where *TAC1* and *LAZY1* gene expression is highest.

**Figure 5:**
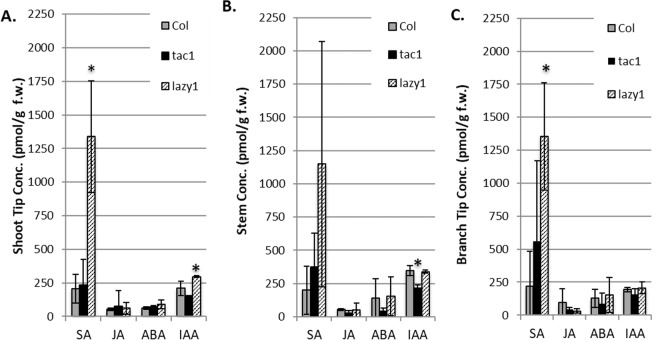
LC/MS/MS hormone analysis from shoot tissues. Hormones were extracted from (**A**) the shoot tip, (**B**) the stem immediately below the shoot tip segment, and (**C**) shoot apex of lateral branches. Bars represent standard deviation of biological replicates, each of which contained pooled tissue from multiple plants. *Indicates hormone concentration was significantly different than the same tissues from other genotypes according to ANOVA, p < 0.01 with Tukey’s ad hoc test.

In all three tissue types, SA levels were substantially higher in *lazy1* compared to both Col and *tac1*, with statistically significant increases in the primary shoot and branch tips (Fig. 5). Arabidopsis *tac1* plants had less free IAA than Col in both shoot tips and stems, with the latter being statistically significant (Fig. 5A,B). In addition, *lazy1* shoot tips had significantly greater IAA concentrations (Fig. 5A,B). No statistically significant differences in JA or ABA concentrations were detected between genotypes for the tissues we tested, although ABA levels in *tac1* were slightly lower in stems and branch tips (Fig. 5).

### Transcriptomes suggest *tac1* and *lazy1* mutants have altered gene regulation in response to gravistimulation

To compare influences of *TAC1* and *LAZY1* on transcriptional regulation, RNAseq transcriptome profiles were generated for inflorescence shoot tips from Col, *tac1*, and *lazy1* under normal conditions (t0) and after 45 minutes of gravistimulation by 90° reorientation (t45) (Supplementary Data File D1). 

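The deposited tables held 21 libraries of shoot tips, each about 1 cm long and free of leaves, flowers and opening buds. They came from Col, the reference accession, and from the *tac1* and *lazy1* mutants, after at least 12 h in the dark. The t0 libraries were Col A, B and C, *lazy1* A, B and 6B, and *tac1* B, C and 3B. The t45 libraries were Col 13, 1B, 5 and 6, *lazy1* 13, 4, 5 and 6, and *tac1* 13, 14, 5 and 6, from plants kept for 45 min at 90 degrees. The paper names each library a biological replicate. For 28687 genes and other features of the TAIR 10 annotation, the authors deposited the total exon reads, the unique exon reads and the RPKM, which is total exon reads scaled by exon length and total gene reads. Total exon reads per library ranged from 12835264 to 23209741, with a median of 19199394. The group medians were 16815329 in t0 Col, 18166925 in t0 *tac1* and 18093978 in t0 *lazy1*. They were 21570356 in t45 Col, 18449545 in t45 *tac1* and 19865637 in t45 *lazy1*.

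Levels are given as CPM, which are total exon reads scaled by the TMM library sizes of all 21 libraries, as mean ± SD with n = 3 at t0 and n = 4 at t45. The 5 experiments of the paper were fitted separately, as the 3 genotypes at t0, the 3 genotypes at t45, and each genotype at t45 against t0. After edgeR's filterByExpr had removed genes with low counts, 19757 genes were tested at t0 and 20391 at t45. In the experiments on time, 19800 genes were tested in Col, 19728 in *tac1* and 19859 in *lazy1*. Log2 fold changes, their standard errors (SE) and the p-values came from edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called differentially expressed, at the FDR threshold of the paper. Whether *tac1* or *lazy1* responded to gravistimulation differently from Col was tested as an interaction in a single fit of the 21 libraries, over 20943 genes. At t45, Col and *lazy1* libraries with the same label resembled each other, so values from a fit with the label as a block are given beside that comparison. A set of 25 lists of genes was fixed before the data were examined. Each list was tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The p-values measure only the spread between libraries of a group. Where a group had very few reads of a gene, the ratio of the groups is given with its exact 95% binomial interval, or as a lower bound against a floor of 3 reads over the group. Such intervals and floors cover counting error only.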

Shoot tips were again used because *promoter::GUS* and qPCR studies revealed *TAC1* and *LAZY1* are highly expressed in shoot tips and often absent from the middle and base of primary shoots and branches (Fig. 1; Supplementary Figures S1 and S2)^3^.

After comparing expression profiles of each mutant to Col under the same conditions (normal or gravistimulated), a combined total of 829 differentially expressed genes (DEGs) were identified (Supplementary Data File D2). 

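*TAC1* and *LAZY1*, the genes disrupted in the mutants, were nearly silent in their own mutant. *TAC1* (AT2G46640, chromosome 2, 19148662 to 19151080) had 0.382, 0.494 and 0.837 CPM in the t0 *tac1* libraries and 11.9, 19.2 and 11.3 CPM in t0 Col. At t45 it had 1.97, 0.524, 1.57 and 0.496 CPM in *tac1* and 19.9, 10.2, 10.1 and 12.8 CPM in Col. *LAZY1* (AT5G14090, chromosome 5, 4547202 to 4549417) had 0.357, 0.349 and 0.37 CPM in t0 *lazy1* and 16.9, 18.3 and 12.1 CPM in t0 Col. At t45 it had 0.601, 0.303, 0.545 and 0.814 CPM in *lazy1* and 20.2, 31.2, 9.87 and 11.7 CPM in Col. On the log2 scale, *TAC1* fell by 4.56 in t0 *tac1* (SE 0.35, adjusted p = 0.0036) and by 3.51 in t45 *tac1* (SE 0.56, adjusted p = 0.012) in edgeR's quasi-likelihood test. *LAZY1* fell by 5.40 in t0 *lazy1* (SE 0.28, adjusted p = 0.00014) and by 4.98 in t45 *lazy1* (SE 0.76, adjusted p = 0.018).

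In upright plants, 37 genes were differentially expressed between *tac1* and Col and 10 between *lazy1* and Col. In gravistimulated plants, 587 genes were differentially expressed in *tac1* and 438 in *lazy1*. The 4 counts sum to 1072 and hold 957 different genes. With the label as a block in a fit of all t45 libraries, 2 genes passed the test in t45 *lazy1*, *MRD1* and *ACR3*, which encodes an ACT domain repeat protein. *LAZY1* did not. That fit called 510 genes in t45 *tac1*. Col 1B, *lazy1* 4 and *tac1* 14, each alone under its label, add nothing to it, so an effect of the label cannot be told apart from one of fewer libraries. The t45 libraries *tac1* 5 and 6 held more transcripts of late pollen genes, with list means of 3.65 and 4.31 on the log2 scale, than *tac1* 13 and 14, at −0.83 and 0.58. This mean also varied in t45 *lazy1*, at −2.72, 2.17, 1.52 and 3.09 in 13, 4, 5 and 6, and in t45 Col, at −1.25, −2.43, 0.67 and 1.18 in 13, 1B, 5 and 6. With *tac1* 5 and 6 left out, an alternative added after the data were seen, 10 genes passed in t45 *tac1*, and *TAC1* itself did not. Other pairs left out gave 14 (13 and 5), 3 (13 and 6), 5 (14 and 5), 6 (14 and 6) and 1655 (13 and 14). The count thus fell without each pair that holds 5 or 6, and rose without 13 and 14. The counts also moved with single libraries. The 37 genes became 2, 5 and 5 without t0 Col A, B or C, 15, 19 and 3 without *lazy1* A, B or 6B, and 3, 3 and 2 without *tac1* B, C or 3B. The 10 genes became 6 without Col A, 128 without Col C, 5 without *lazy1* 6B and 6 without *tac1* 3B. The 587 genes became 166, 272, 285 and 176 without t45 Col 13, 1B, 5 or 6, 1410, 327 and 365 without *lazy1* 13, 4 or 6, and 270, 139 and 179 without *tac1* 13, 5 or 6. The 438 genes became 49, 50, 140 and 37 without Col 13, 1B, 5 or 6, 928, 35, 55 and 74 without *lazy1* 13, 4, 5 or 6, and 203 without *tac1* 6. *LAZY1* itself lost its call in t45 *lazy1* without *lazy1* 4 or 5.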

Fewer than 200 of these genes had expression changes greater than 2-fold, and very few DEGs had changes greater than 5-fold (Fig. 6A; Supplementary Data File D2). 

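*PR2*, *ANK*, *scpl16*, *AT2G25510* and *PCC1* were among the genes furthest below Col in gravistimulated *tac1*. The values in this paragraph compare genotypes at t45 and are not changes over time. *ANK* had 3, 9 and 1 reads in t0 Col and 284, 38, 100 and 385 in t45 Col. It had 14, 1 and 27 reads in t0 *tac1* and 2, 2, 3 and 5 in t45 *tac1*. *AT2G25510* had 38, 593 and 194 reads in t0 Col, and 512, 193 and 453 in t0 *tac1*. *PR2*, a glucanase induced by salicylic acid, had 194 times fewer reads in t45 *tac1* than in t45 Col (counting interval 34.4 to 7.69e+03). *ANK*, which encodes an ankyrin repeat protein, fell by 5.83 on the log2 scale (SE 0.85, adjusted p = 0.0091, edgeR's quasi-likelihood test). *scpl16*, a serine carboxypeptidase-like gene, was lower by 5.91 (SE 0.87, adjusted p = 0.0091). *AT2G25510* had 207 CPM in t45 Col and 3.77 CPM in t45 *tac1*. *PCC1*, a gene under pathogen and circadian control, fell by 8.84 (SE 1.93, adjusted p = 0.038). In t45 *lazy1*, the linker histone gene *HIS1-3* fell by 4.76 on the log2 scale (adjusted p = 0.047), with 6.41, 103, 3.96 and 15.5 CPM in t45 Col 13, 1B, 5 and 6 and at most 1.87 CPM in *lazy1*. *AT4G08160* fell by 4.42 (adjusted p = 0.037). *XTH17*, a gene of xyloglucan remodelling, had 73.9 times more reads than in t45 Col (counting interval 12.8 to 2.96e+03). The neighbouring genes *AT1G47395* and *AT1G47400* had 51.8 times and 24.6 times (counting interval 10.2 to 77.1) more reads.

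Of the genes called, 8 in t0 *tac1*, 9 in t0 *lazy1*, 183 in t45 *tac1* and 147 in t45 *lazy1* changed at least 2-fold. These sum to 347, in 307 different genes, of which 110 changed at least 5-fold in a comparison. In the authors' deposited tables, 200 different genes changed at least 2-fold and 50 at least 5-fold at their FDR threshold. With t45 *tac1* 5 and 6 left out, an alternative added after the data were seen, *ANK*, *scpl16*, *PR2*, *PCC1* and *AT2G25510* were not called. *PR2* also lost its call without either of these libraries, and *PCC1* kept it only without Col 1B or without *lazy1* 13, 4 or 6. In the blocked fit, *HIS1-3*, *AT4G08160*, *XTH17*, *AT1G47395* and *AT1G47400* were not called. Among the fits without 1 library, *HIS1-3* was called only without Col 5, *XTH17* only without *lazy1* 13, *AT1G47400* without *lazy1* 13 or *tac1* 13, and the other 2 genes without *lazy1* 13 or any *tac1* library. Single libraries also moved the size of these changes. On the log2 scale, *HIS1-3* had −2.84 without Col 1B, *XTH17* 7.10 without Col 5 and 4.70 without *lazy1* 4 (5.59 with all), *AT1G47395* 6.37 without Col 13 (5.44 with all) and *AT1G47400* 5.25 without Col 5 (4.47 with all). In *tac1*, *PCC1* had −7.47 without Col 6, and *PR2* −8.66 without *tac1* 6 (−7.02 with all).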

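*XTH25*, *SDR4*, *TAT3* and *PNP-A* were among the genes with the largest rises in Col shoot tips after 45 min at 90 degrees. *XTH25*, a gene of xyloglucan remodelling, had 253 times more reads in t45 Col than in t0 Col (counting interval 45.2 to 1e+04). *SDR4*, a short-chain dehydrogenase gene with no read in t0 Col, was at least 14.1-fold higher in t45 Col. *TAT3*, a tyrosine aminotransferase gene that responds to jasmonate, rose by 6.94 on the log2 scale (SE 1.53, adjusted p = 0.048, edgeR's quasi-likelihood test), to 28 ± 39 CPM. *PNP-A*, which encodes a natriuretic peptide, rose by 5.70 (adjusted p = 0.05). The iron superoxide dismutase gene *FSD1* fell by 5.11 (SE 0.86, adjusted p = 0.029). In *tac1*, *AT3G09870* fell by 3.35 on the log2 scale and *AT4G02850* by 3.21. In *lazy1*, *AT5G07080* fell by 3.22 and *AT5G05365* rose by 3.03. At least 2-fold changes were found for 315 genes in Col, 62 in *tac1* and 16 in *lazy1*. Most of these calls depended on which libraries were used. *XTH25* and *FSD1* kept theirs only without t45 Col 13, 1B or 5, *SDR4* only without t45 Col 13 or 5, and *TAT3* and *PNP-A* only without t45 Col 13. *AT3G09870* and *AT4G02850* kept theirs only without t45 *tac1* 13 or 14 (and lost them with 5 and 6 left out, an alternative added after the data were seen), and *AT5G07080* and *AT5G05365* only without t45 *lazy1* 13. The size of some changes in Col moved as well. On the log2 scale, *XTH25* had 9.74 without t0 Col A and 6.96 without t0 Col C (7.56 with all), *TAT3* 7.67 without t0 Col B and 5.24 without t45 Col 13, *PNP-A* 7.10 and 4.76 without these, and *FSD1* −6.73 without t45 Col 1B.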

Most of the largest differences of expression were in response to gravistimulation. 

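Clock genes that peak in the day or evening were lower in gravistimulated than in upright Col, while morning genes moved both ways. By the paper's schedule, tips at t45 were cut later in the morning than those at t0, with no upright tips from the later time. A comparison of t45 with t0 therefore holds both the reorientation and the later time. Of 12 genes on the list of the day- and evening-phased circadian clock, 7 were lower in t45 Col than in t0 Col and none was higher (9 lower when adjusted over the list alone). *GI*, a scaffold protein of the clock and of flowering, fell from 140 to 26 ± 5.77 CPM, a log2 fold change of −2.44 (SE 0.16, adjusted p = 0.0049, edgeR's quasi-likelihood test). *FKF1*, a blue light receptor, fell by 1.99 (SE 0.15, adjusted p = 0.0049) and *LUX*, of the evening complex, by 1.06 (SE 0.13, adjusted p = 0.016). Of 11 morning-phased clock genes, 5 were higher and 2 lower (8 and 2 when adjusted over the list alone). *LHY*, a MYB repressor, rose from 4.52 ± 0.7 to 56 ± 21.5 CPM, by 3.61 (SE 0.36, adjusted p = 0.011). *RVE8*, a MYB activator of evening genes, rose by 2.18 (SE 0.23, adjusted p = 0.012). The evening list was lower as a set (adjusted p = 2.4e-17, camera) and kept this call with an adjusted p = 0.029 with an estimated correlation. The morning list was higher as a set (adjusted p = 4e-07), but had an adjusted p = 0.52 with an estimated correlation.

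Of 28 genes of cell wall loosening and expansion, 4 were lower and 1 higher (9 and 7 when adjusted over the list alone). The expansin genes *EXPA3*, *EXPA5* and *EXPA16* fell, by 1.00, 1.55 and 1.50 on the log2 scale, and the expansin-like gene *EXLB1* rose by 3.61. The glucanase gene *GH9B8*, off this list, fell by 2.05. Of 14 genes of dark and sugar starvation, 1 was higher, *BT2*, by 3.68 (8 when adjusted over the list alone). In all, 957 genes were called in Col, 448 higher and 509 lower. In *tac1*, 164 genes were called, 85 higher and 79 lower, but 96 higher and 164 lower with limma on quantile-normalized RPKM and 141 and 275 with the authors' p-values. *AT1G72416* rose by 2.90 (SE 0.12, adjusted p = 0.0005), and the dehydrin gene *COR47*, the abscisic acid receptor gene *PYL6* and the histone demethylase gene *JMJD5* rose by 1.36, 2.43 and 2.38. In *lazy1*, 17 genes were called, 9 higher and 8 lower (18 and 30 with limma). The response of *tac1* itself differed from that of Col for 42 genes in the interaction test, 30 of them higher in *tac1* (30 of 65 with limma), while for *lazy1* a single gene, *AT5G24620*, passed. *LUX*, *GI* and *FKF1* were among the 42, with interaction terms of 1.73, 2.10 and 2.27 (adjusted p = 0.0026, 0.0028 and 0.023). The interaction with *tac1* held for the evening list with an adjusted p = 0.00027 with an estimated correlation and for the morning list with 0.014.

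The count for Col became 0, 17 and 108 without t0 Col A, B or C, and 394, 492 and 22 without t45 Col 1B, 5 or 6, where more genes were higher than lower (215 and 179, 283 and 209, and 13 and 9). The count of 0 came with 3655 genes at an unadjusted p under 0.05 in edgeR, and on all libraries DESeq2 called 3123 genes and limma on quantile-normalized RPKM 1738. *GI* and *FKF1* were not called without t0 Col A, nor *LHY*, *RVE8*, *EXPA3*, *EXPA5* and *GH9B8* without t0 Col A or B or t45 Col 6. *LUX*, *EXLB1* and *EXPA16* kept their calls only without t45 Col 13, 1B or 5, and *BT2* only without 13 or 5. The count for *tac1* became 1 without any t0 *tac1* library, and 279, 1119, 1 and 9 without t45 *tac1* 13, 14, 5 or 6, and *COR47*, *PYL6* and *JMJD5* kept their calls only without 13 or 14. With t45 *tac1* 5 and 6 left out, an alternative added after the data were seen, *COR47* lost its call. The count for *lazy1* became 0 without any t0 library or without t45 *lazy1* 4, and 2506 and 1 without t45 *lazy1* 13 or 6, where the counts of 0 came with 2698 to 3283 genes at an unadjusted p under 0.05, and on all libraries DESeq2 called 2215 genes and limma 48. The 42 genes of the interaction became 11 without t0 Col A, t0 *tac1* C or t45 Col 6 and 87 without t45 *lazy1* 13, and *FKF1* lost its interaction without t0 Col A or C, t0 *tac1* C or 3B, t45 Col 6 or t45 *tac1* 13.

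**Figure D1:**
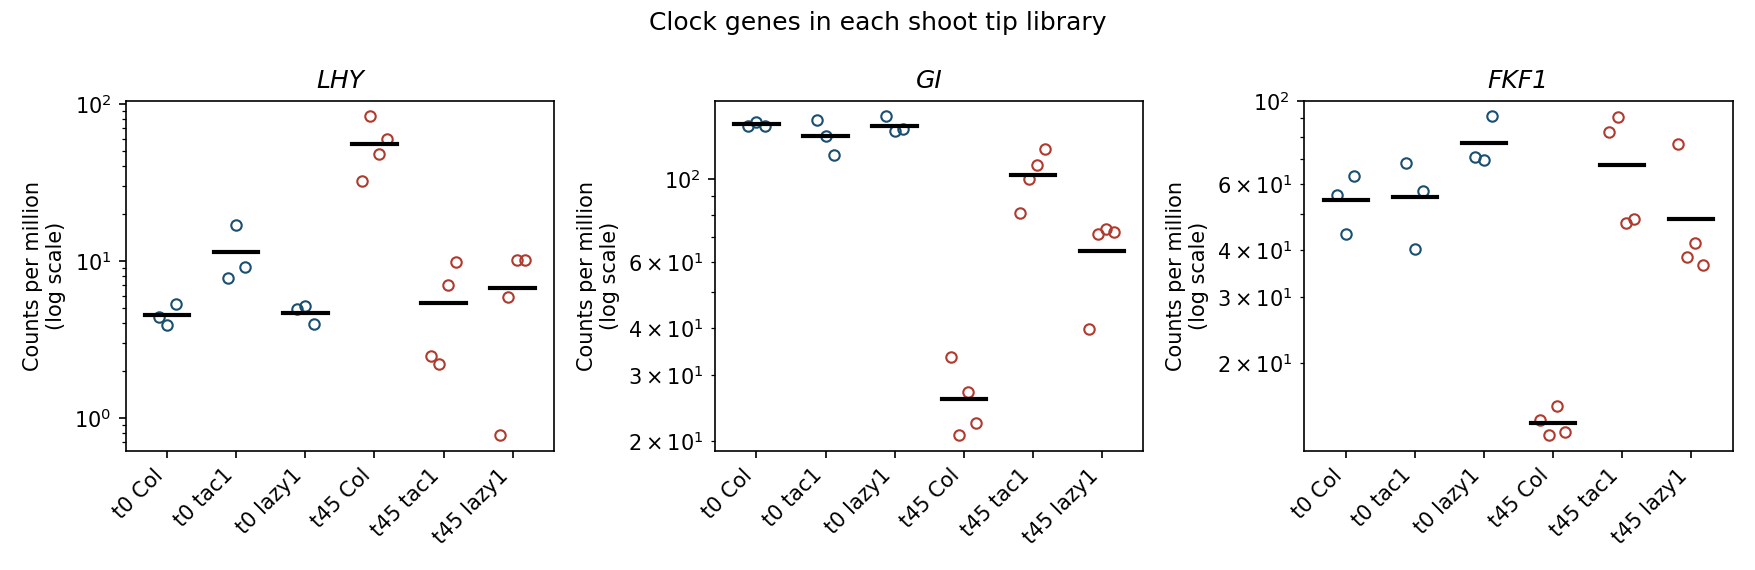
CPM of the clock genes *LHY*, *GI* and *FKF1* in each library (log scale), by genotype and time. Open circles are libraries (blue, t0; red, t45) and black lines are group means. In the plot of *GI*, t45 Col has a mean of 26 and t0 Col a mean of 140.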

Interestingly, although no gravitropic bending differences between *tac1* and Col were detected, in response to gravistimulation Col shoot tips had over two times the number of DEGS than *tac1* (Fig. 6A, Supplementary Data File D2).

**Figure 6:**
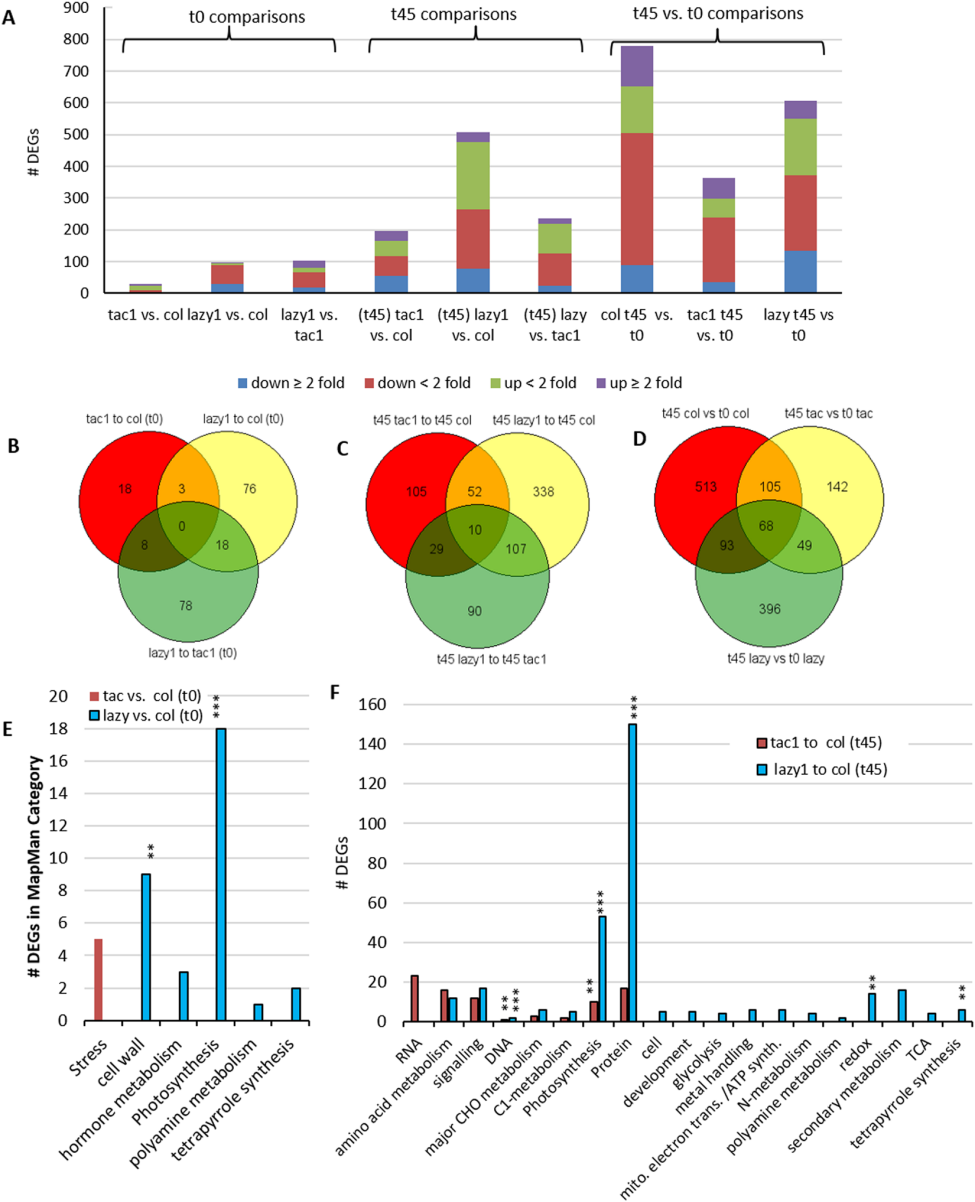
Differentially expressed genes (DEGs) between upright and gravistimulated Columbia (Col), *tac1*, and *lazy1* arabidopsis. (**A**) Numbers of DEGs from different comparisons of RNAseq data from upright (t0) and gravistimulated (t45) plants. (**B,C,D**) Venn diagrams indicating numbers of overlapping DEGs between t0, t45, and t45 vs. t0 comparisons. (**E,F**) Numbers of DEGs in significantly enriched MapMan gene categories for upright (**E**) and gravistimulated (**F**) comparisons. All categories have statistically significant representation of DEGs with a p < 0.05. ** indicates very high significance (p < 0.0001) and *** indicates extremely high significance (p < 10e-10).

Due to their opposing phenotypes and sequence similarity, we hypothesized that TAC and LAZY1 may act through common pathways. Accordingly, we anticipated that *tac1* and *lazy1* transcriptomes might have overlapping of DEGs, and potentially some with opposite directional changes. However, there were only three DEGs in common between the genotypes with upright orientations (Fig. 6B–D, Supplementary Data Files D2 and D3). They were *AtLFNR2*, *CSP41S*, and *HTB4* and they all had minimal fold changes, the changes were not in opposite directions, and the three genes have no known functional relationships to each other (Supplementary Data Files D2 and D3). 

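A single gene was called in both mutants when upright, *AT3G59845*, which was lower in both. It fell by 1.12 on the log2 scale in *tac1* (SE 0.16, adjusted p = 0.044) and by 1.84 in *lazy1* (SE 0.17, adjusted p = 0.0054), from 20.2 ± 4.93 CPM in Col to 9.09 and 5.53 ± 0.13 CPM. By chance, 0.0187 shared genes would be called from independent lists of 37 and 10 genes. The overlap was 2 genes without t0 Col C and 0 without any other t0 library, as the call in *tac1* was kept only without Col C and that in *lazy1* was lost without *lazy1* 6B. With DESeq2, 154 genes were shared, 151 in the same direction and 3 in opposite directions, where independent lists would share 47.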

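*LFNR2*, *CSP41A* and *HTB4* were lower or higher together in both upright mutants, but none of them passed the test in either. *LFNR2* (AT1G20020, chromosome 1, 6942717 to 6945018), a ferredoxin-NADP reductase of chloroplasts, had 472 ± 68.9 CPM in t0 *tac1* and 751 ± 154 CPM in t0 Col. Its log2 fold change was −0.64 in *tac1* (SE 0.15, adjusted p = 0.096, edgeR's quasi-likelihood test) and −0.38 in *lazy1* (SE 0.15, adjusted p = 0.25). *CSP41A* (AT3G63140, chromosome 3, 23326867 to 23328709), a chloroplast RNA-binding protein, had 153 ± 23.6 CPM in t0 *tac1* and 287 ± 45.1 CPM in t0 Col. Its log2 fold change was −0.88 in *tac1* (SE 0.15, adjusted p = 0.061) and −0.72 in *lazy1* (SE 0.15, adjusted p = 0.14). *HTB4* (AT5G59910, chromosome 5, 24127128 to 24127935), a histone H2B gene, had 310 ± 16.9 CPM in t0 *tac1*, 319 CPM in t0 *lazy1* and 259 ± 19 CPM in t0 Col. Its log2 fold change was 0.28 in *tac1* (SE 0.08, adjusted p = 0.15) and 0.32 in *lazy1* (SE 0.08, adjusted p = 0.17). DESeq2 called *CSP41A* and *HTB4* in both mutants and *LFNR2* in *tac1*.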

Similar results were observed for the DEG comparisons from the gravistimulated plants (Fig. 6C,D; Supplementary Data Files D2 and D3).

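In gravistimulated plants, 89 genes were called in both mutants, 34 higher in both, 54 lower in both and 1 in opposite directions. The clock genes *GI*, *FKF1*, *LUX*, *ELF4* and *GRP7* were higher and *RVE4* and *RVE8* lower in both mutants, and the light-harvesting gene *LHCB4.2* was lower in both. The gene with opposite changes was *EPS1*, of salicylic acid synthesis, at 0.39 on the log2 scale in *tac1* and −0.41 in *lazy1*. Its call in *lazy1* was lost in the blocked fit and in each fit without 1 library but that without *lazy1* 13. Independent lists of 587 and 438 genes would share 12.6 genes, of which 6.42 in opposite directions. With the label as a block over all t45 libraries, no gene was shared. In that fit, 2 genes were called in t45 *lazy1* (edgeR's quasi-likelihood test). DESeq2 gave 537 shared genes. The 89 genes became 12, 15, 45 and 10 without t45 Col 13, 1B, 5 or 6, 246, 13, 17 and 25 without *lazy1* 13, 4, 5 or 6, and 39, 31 and 36 without *tac1* 13, 5 or 6. With *tac1* 5 and 6 left out, an alternative added after the data were seen, 6 genes were shared. Both mutants were compared with the same Col libraries.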

A very small number of DEGs stood out as exhibiting exceptionally large differences in expression between genotypes. These included the uncharacterized gene *At3g01345*, upregulated nearly 400-fold in upright (t0) *tac1* and *METHIONINE RESPONDING DOWN 1* (*MRD1*), repressed over 300-fold in upright (t0) *lazy1* (Supplementary Data File D2). 

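*AT3G01345* and *MRD1* differed between genotypes by more than any other gene in upright plants. *AT3G01345* (chromosome 3, 129138 to 130749) had 289, 317 and 244 CPM in the t0 *tac1* libraries and 0.398, 0.823 and 0.565 CPM in t0 Col. This is 473-fold higher, a log2 fold change of 8.88 (SE 0.20, adjusted p = 1.8e-07, edgeR's quasi-likelihood test). At t45 it had 238 ± 38.5 CPM in *tac1* and 0.998 ± 0.566 CPM in Col, a log2 fold change of 7.89 (SE 0.39, adjusted p = 7.2e-06). In the *lazy1* libraries it had between 0.449 and 0.999 CPM. *MRD1* (AT1G53480, chromosome 1, 19963047 to 19964712) had 26.8, 40.8 and 28.7 CPM in t0 Col and 0.0715, 0.0998 and 0.159 CPM in t0 *lazy1*. Its reads were 282 times fewer in *lazy1* (counting interval 129 to 770), and its fitted log2 fold change was −8.03 (SE 0.26, adjusted p = 3.7e-06). *MRD1* overlaps the next gene, *HEI10*, over 1446 bases, and 18.1% of its reads were unique. With unique reads only, its fitted fold was 92.7.

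**Figure D2:**
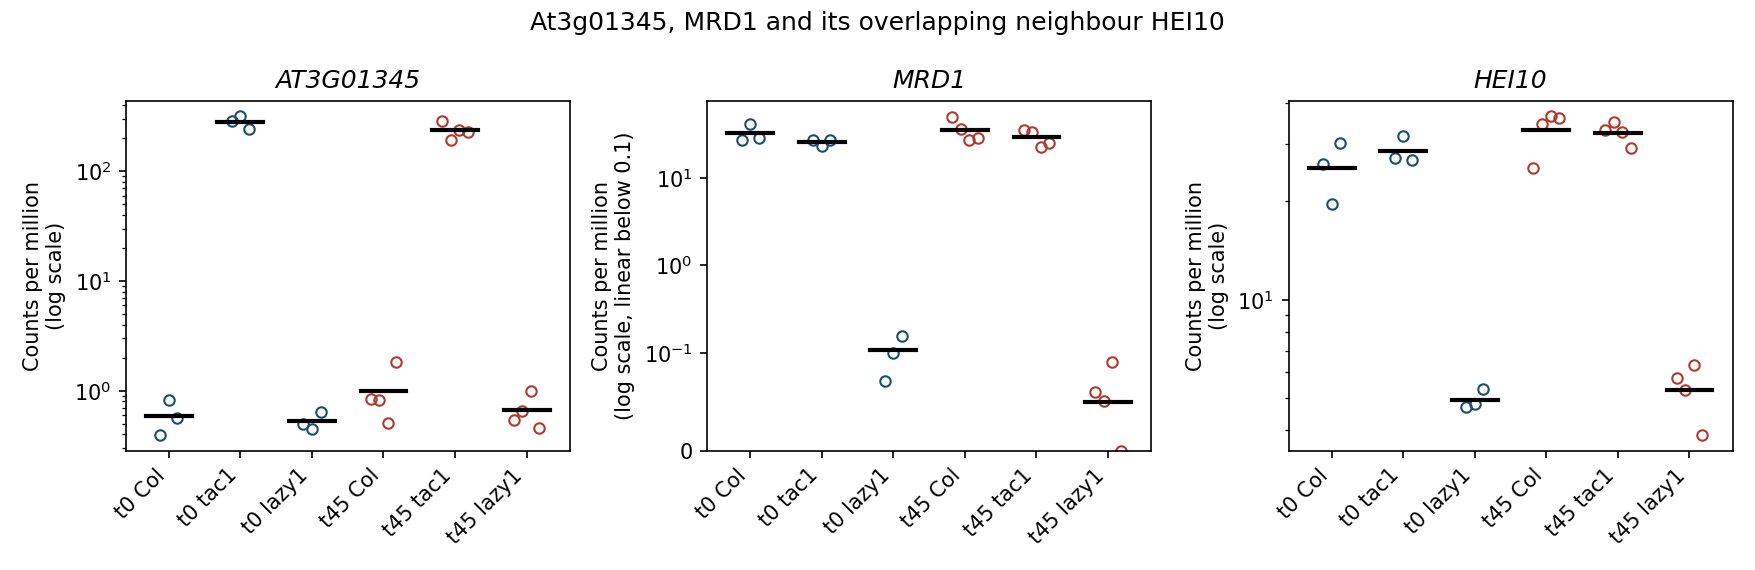
CPM of *AT3G01345*, *MRD1* and *HEI10* in each library (log scale; the *MRD1* panel is linear below 0.1, because a library is at 0), by genotype and time. Open circles are libraries (blue, t0; red, t45) and black lines are group means. *AT3G01345* has a mean of 283 in t0 *tac1*, and *MRD1* a mean of 0.11 in t0 *lazy1*.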

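The tracheary element genes *TED6* (AT1G43790, chromosome 1, 16575895 to 16576417) and *TED7* (AT5G48920, chromosome 5, 19835337 to 19836122) were almost lost from *lazy1* shoot tips after gravistimulation. *TED6* had 7.08, 6.89 and 7.51 CPM in t0 *lazy1* and 0.24, 0.152, 0.0454 and 0.153 CPM in t45 *lazy1*. Its reads were 50.8 times fewer at t45 (counting interval 28.1 to 103), and its fitted log2 fold change was −5.57 (SE 0.43, adjusted p = 0.021, edgeR's quasi-likelihood test). *TED7* had 4.57, 4.39 and 2.8 CPM in t0 *lazy1* and at most 0.0601 CPM in t45 *lazy1*. Its reads were 101 times fewer (counting interval 34 to 493), and its fitted log2 fold change was −6.42 (SE 0.56, adjusted p = 0.021). In Col, *TED6* had 11.3 ± 2.54 CPM at t0 and 7.63 ± 4.42 CPM at t45 (log2 fold change −0.57, SE 0.49, adjusted p = 0.51). *TED7* had 8.7 ± 1.55 and 2.95 ± 2.36 CPM (log2 fold change −1.57, SE 0.61, adjusted p = 0.16). The difference between the responses of *lazy1* and Col had an adjusted p of 0.13 for *TED6* and 0.15 for *TED7* in the interaction test. In *tac1* at t45, *TED6* had 0.346 and 0.191 CPM in libraries 13 and 14 and 6.88 and 8.32 CPM in 5 and 6.

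Against t45 Col, *TED6* and *TED7* had 54.2 times (30.1 to 109) and 76.3 times (25.8 to 373) fewer reads in t45 *lazy1*, each with an adjusted p of 0.047. Of 29 genes of the secondary cell wall and xylem, 2 fell in *lazy1* after gravistimulation, *TED6* and *TED7* themselves (8 lower when adjusted over the list alone). The list had an adjusted p = 3.3e-06 in camera and 0.42 with an estimated correlation. As the paper names these genes from the same libraries, the list is not independent evidence. The response calls of *TED6* and *TED7* were kept only without t45 *lazy1* 13 or 5. The calls against Col were kept without *tac1* 13 or 14, and for *TED6* without *lazy1* 13, and were lost without any other library and in the blocked fit. Against Col, *TED7* had a log2 fold change of −6.01, and −5.39 without Col 13.

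**Figure D3:**
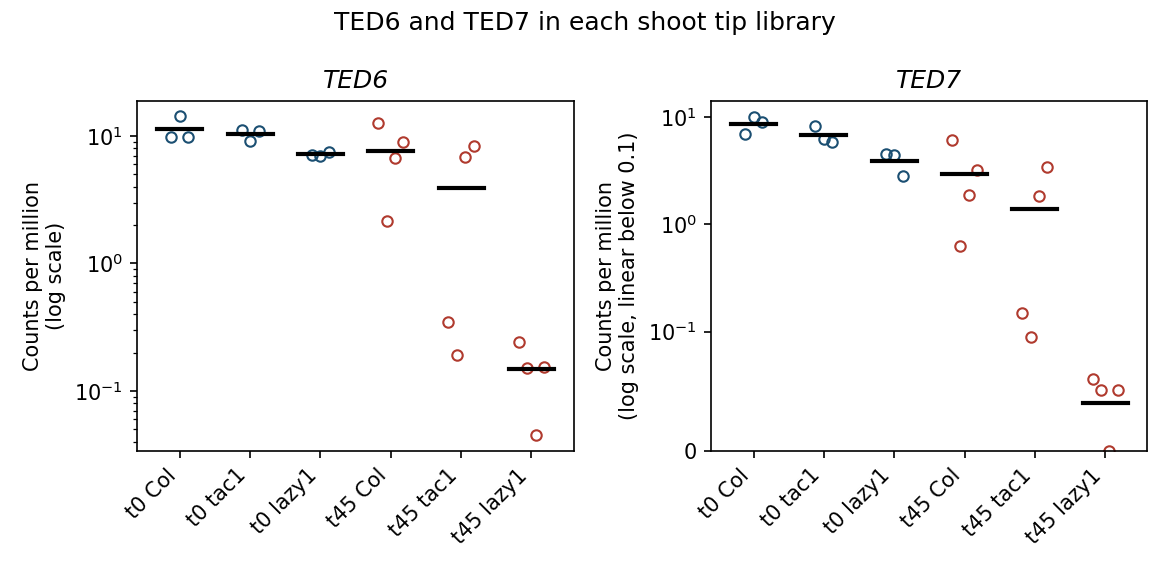
CPM of *TED6* and *TED7* in each library (log scale; the *TED7* panel is linear below 0.1, because a library is at 0), by genotype and time. Open circles are libraries (blue, t0; red, t45) and black lines are group means. *TED6* has a mean of 7.16 in t0 *lazy1* and 0.147 in t45 *lazy1*.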

Secondary cell wall formation genes *TRACHEARY ELEMENT DIFFERENTION* 6 (*TED6*) and *TED7* were also greatly downregulated in the gravistimulated (t45) *lazy1* tissues (−82 and −43-fold, respectively) but not in t45 Col (Supplementary Data File D2). 

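*LAZY1* had 9.09 ± 2.43 CPM in t0 *tac1* and 15.7 ± 3.22 CPM in t0 Col, a log2 fold change of −0.77 that did not pass edgeR's quasi-likelihood test (SE 0.21, adjusted p = 0.13). At t45, *LAZY1* had 22.4 and 21 CPM in *tac1* 13 and 14 and 5.54 and 2.48 CPM in *tac1* 5 and 6. Its log2 fold change against Col was −0.49 (SE 0.62, adjusted p = 0.69), and 0.26 with *tac1* 5 and 6 left out, an alternative added after the data were seen. *TAC1* had 5.89 ± 1.5 CPM in t0 *lazy1* and 14.2 ± 4.38 CPM in t0 Col, a log2 fold change of −1.24 (SE 0.28, adjusted p = 0.15). At t45, *TAC1* had 9.51 ± 5.11 CPM in *lazy1* and 13.2 ± 4.59 CPM in Col, a log2 fold change of −0.46 (SE 0.50, adjusted p = 0.66). Each t0 *lazy1* library was below each t0 Col library for *TAC1*, at 4.69 to 7.58 CPM against 11.3 to 19.2 CPM. DESeq2 called *TAC1* in t0 *lazy1*.

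**Figure D4:**
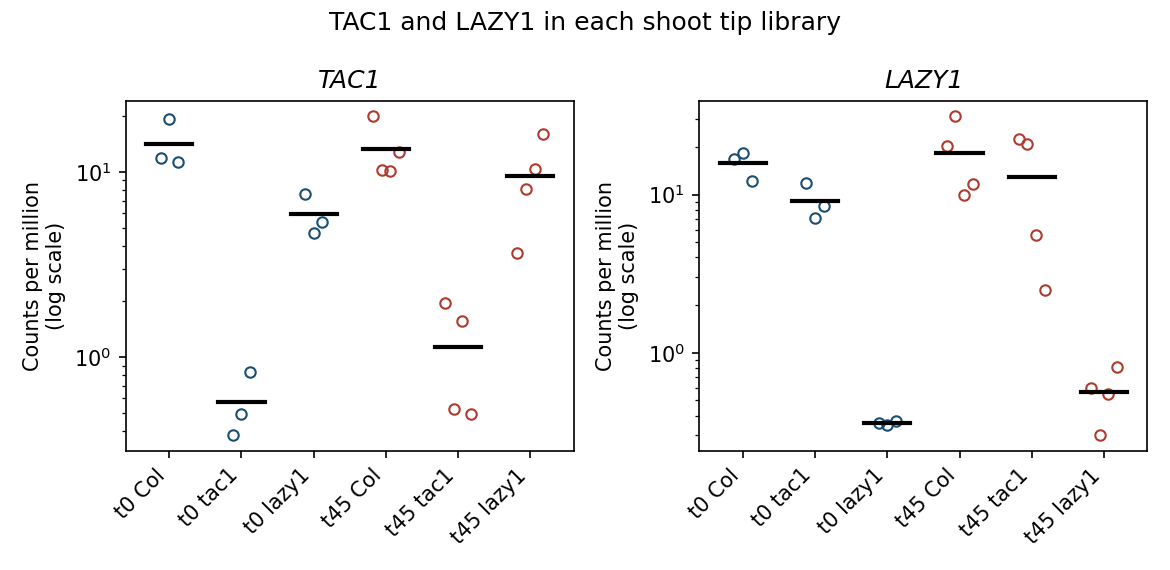
CPM of *TAC1* and *LAZY1* in each library (log scale), by genotype and time. Open circles are libraries (blue, t0; red, t45) and black lines are group means. *LAZY1* lies between 2.48 and 22.4 in the t45 *tac1* libraries.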

Another notable result was *LAZY1* was not differentially expressed in *tac1* nor was *TAC1* differentially expressed in *lazy1* under either normal or gravistimulated conditions (Supplementary Data File D2). Further, *TAC1* and *LAZY1* were not differentially expressed in Col shoot tips in response to gravistimulation (t45 Col vs. t0 Col) (Supplementary Data File D2). This is consistent with a prior report of *LAZY1* expression increasing only after several hours of 90° reorientation in rice seedlings^31^. Thus, our collection time may have been too early after 90° reorientation to detect differential expression of *TAC1* and/or *LAZY1*. In addition, the transcriptome analyses for gravistimulated plants come with the caveat that they are from whole shoot tips; any asymmetric (upper vs. lower) expression differences in the shoot tips would not be detectable.

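In Col, *TAC1* had a log2 fold change of −0.10 between t45 and t0 (SE 0.28, adjusted p = 0.86, edgeR's quasi-likelihood test). *LAZY1* had a log2 fold change of 0.21 (SE 0.40, adjusted p = 0.79). The spread between t45 Col libraries of *LAZY1*, from 9.87 to 31.2 CPM, was wider than its change. The interaction tests gave adjusted p-values of 0.74 and 0.6 for *TAC1* in *tac1* and *lazy1*, and 0.97 and 0.87 for *LAZY1*.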

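Genes of salicylic acid synthesis, metabolism and response did not change as a group in upright *lazy1*. Of 31 such genes, none was called against Col by edgeR's quasi-likelihood test, genome-wide or adjusted over the list alone. Of these, 3 had an unadjusted p under 0.05, 1 was lower with DESeq2 and 0 were called with limma on quantile-normalized RPKM. The median log2 fold change of the list of salicylic acid synthesis, metabolism and response was −0.05 and its mean 0.14, so they differ in sign, and the set test gave an adjusted p of 0.81. *BSMT1*, which makes methyl salicylate, had a log2 fold change of 1.17 (SE 0.86, adjusted p = 0.5), and *MO1*, named in the paper for salicylic acid degradation, of 1.06 (SE 0.50, adjusted p = 0.32). *WAK1*, a wall-associated kinase gene that responds to salicylic acid, and *ADH2* had log2 fold changes of 0.42 and −0.15 (adjusted p = 0.78 and 0.58).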

Despite the higher concentration of SA in *lazy* shoot tips and stems, *DEGs* associated with SA were not identified in *lazy1* plants grown under normal conditions (Supplementary Data File D2). However, there was a 3-fold decrease in *BSMT1* expression in gravistimulated *lazy1*. This methyltransferase is induced by biotic and abiotic stress to produce methyl-salicylate (MeSA), a mobile signal for systemic acquired resistance^38^. 

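*BSMT1* (AT3G11480, chromosome 3, 3614437 to 3617314) had 2.28, 8.95, 9.58 and 6.92 CPM in the t45 *lazy1* libraries and 23.9, 12.2, 21.1 and 31.6 CPM in t45 Col. Each *lazy1* library was below each Col library. The level was 3.15-fold lower in *lazy1*, a log2 fold change of −1.66 that did not pass edgeR's quasi-likelihood test (SE 0.55, adjusted p = 0.12). It was 4.68-fold lower in the blocked fit, and was not called there nor in any fit without 1 library. DESeq2 called *BSMT1*, and the authors' deposited table gives it a fold change of −3.03.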

*BSMT1* downregulation might be a response to a negative feedback mechanism triggered by high SA levels. Yet, this same gene was upregulated 8-fold in in gravistimulated Col (compared to upright Col) (Supplementary Data File D2). 

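*BSMT1* had 5.33, 0.0686 and 2.21 CPM in the t0 Col libraries, a mean of 2.53 ± 2.65, and 22.2 ± 8.01 CPM in t45 Col. Its level was 8.72-fold higher after gravistimulation, a log2 fold change of 3.12 that did not pass edgeR's quasi-likelihood test (SE 0.85, adjusted p = 0.074). The fold was 18 without t0 Col A and 5.86 without t0 Col B, the library at 0.0686 CPM. It was not called in any fit without 1 library. DESeq2 and limma on quantile-normalized RPKM called it. The response of *lazy1* differed from that of Col by −2.82 on the log2 scale (SE 1.04, adjusted p = 0.22) and that of *tac1* by −2.11 (adjusted p = 0.6).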

SA-degradation gene *MO1* was also upregulated ~8-fold in t45 Col, as well as *WAK1*, a cell wall associated kinase known to respond to SA. 

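*MO1* (AT4G15760, chromosome 4, 8972649 to 8974690) rose 8.36-fold in gravistimulated Col, from 4.98 ± 2 to 42.7 ± 20.3 CPM, a log2 fold change of 3.06 (SE 0.55, adjusted p = 0.033, edgeR's quasi-likelihood test). *WAK1* (AT1G21250, chromosome 1, 7439266 to 7442113) rose from 19.5 ± 13.7 to 174 ± 94.3 CPM, by 3.17 on the log2 scale (SE 0.64, adjusted p = 0.042). Relative to t45 Col, *WAK1* in t45 *tac1* fell by 3.27 on the log2 scale (SE 0.55, adjusted p = 0.015), at 17.9 CPM. In t45 *lazy1*, *WAK1* had a log2 fold change of −1.39 (SE 0.51, adjusted p = 0.16) and *MO1* of −0.93 (SE 0.55, adjusted p = 0.38) against Col. The rise of *MO1* was called only without t45 Col 13 or 5 among the fits without 1 library, and that of *WAK1* only without t45 Col 13 or 1B. Without t0 Col B, the log2 fold change of *WAK1* was 3.84. The difference of *WAK1* between *tac1* and Col was not called without *tac1* 5, without *tac1* 6 or, in an alternative added after the data were seen, without both.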

Another DEG with a SA connection (*ADH2*) was downregulated in the t45 *lazy1* transcriptome, but to a lesser degree. 

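*ADH2* (AT5G43940, chromosome 5, 17684156 to 17686534), which encodes an S-nitrosoglutathione reductase, had 288 ± 36 CPM in t45 *lazy1* and 355 ± 74.9 CPM in t45 Col. Its log2 fold change was −0.28 (SE 0.14), within the spread of the Col libraries, with an adjusted p of 0.31 in edgeR's quasi-likelihood test. DESeq2 did not call it. The authors' deposited table gives a fold change of −1.27.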

*ADH2* expression is reduced in response to high SA and, interestingly, *adh2* mutants exhibit dwarfing and dark-grown seedlings do not elongate their hypocotyls (phenotypes reported by ABRC; arabidopsis.org)^39^. In the t45 Col samples, a few additional SA-responsive genes were also slightly differentially expressed (Supplementary Data File D2).

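Of 34 genes on the list of salicylic acid synthesis, metabolism and response, *MO1* and *WAK1* were higher in t45 Col than in t0 Col and none was lower (10 higher and 2 lower when adjusted over the list alone). The median log2 fold change of the list was 1.59. Its set test gave an adjusted p of 4e-06 in camera, and an adjusted p = 0.52 with an estimated correlation. DESeq2 called 13 of these genes higher and 2 lower. In the mutants, none of 31 genes of the list was called after gravistimulation by edgeR's quasi-likelihood test, with 14 at an unadjusted p under 0.05 in *lazy1* and 11 in *tac1*. When adjusted over the list alone, 2 were higher in *lazy1*, and 3 higher and 2 lower in *tac1*. DESeq2 called 8 higher in *lazy1*, and 3 higher and 3 lower in *tac1*, and limma called 0 and 1 lower. The response of *tac1* to gravistimulation had a median of −1.26 relative to that of Col over 36 genes (adjusted p = 0.13 with an estimated correlation).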

A MapMan categorical analysis of the DEGs from each comparison revealed both expected and unexpected enrichments. This included an enrichment of only stress-related genes for upright *tac1* plants compared to Col (Fig. 6E, Supplementary Data File D4). 

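The genes called in upright *tac1* belong to several kinds. *SMXL5*, which acts in phloem development, rose from 47.5 to 96 CPM, by 1.03 on the log2 scale (SE 0.09, adjusted p = 0.0086, edgeR's quasi-likelihood test). *RAP2.4*, a stress-responsive transcription factor of the ethylene response factor family, rose by 1.13 (SE 0.12, adjusted p = 0.031). *GSL04*, a callose synthase gene, rose by 1.09 (SE 0.15, adjusted p = 0.044), and *PLDGAMMA2*, a phospholipase D gene, fell by 0.96 (SE 0.11, adjusted p = 0.033). Of 20 genes of cell division and histones, *MCM2*, which encodes a subunit of the replicative helicase, was higher, by 0.63 (SE 0.08, adjusted p = 0.038), and none was lower (6 higher when adjusted over the list alone). That list had an adjusted p = 5.2e-08 in camera and 0.41 with an estimated correlation.

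The paper's category of stress genes held 4 genes in this comparison. None of them was called here, and all 4 had an unadjusted p under 0.05, with a median log2 fold change of −0.21 and a range from −1.47 to 0.30. When adjusted over the list alone, 2 were higher and 2 lower, which is not independent evidence, since the study chose them on these libraries. In the lists fixed for stress, no gene was called of 18 for cold and dehydration, 15 for heat shock and protein folding, 16 for jasmonate, and 31 for salicylic acid. At an unadjusted p under 0.05 there were 3, 6, 2 and 2 such genes, and DESeq2 called 1 lower, 1 higher, 1 higher and 0. When adjusted over the list alone, 1 heat shock gene and 1 jasmonate gene were higher. The medians of these lists were −0.33, 0.22, 0.41 and −0.09, and with an estimated correlation no set test passed (adjusted p = 0.65, 0.42, 0.65 and 0.9). *SMXL5* was not called without Col A or *tac1* 3B. *RAP2.4*, *GSL04* and *MCM2* kept their calls only without *lazy1* A or B, and *PLDGAMMA2* without these or Col B.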

A similar enrichment was reported for *tac1* (pillar) peaches^17^. 

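Genes of cell wall loosening and expansion had lower values as a set in upright *lazy1*. Of 29 genes of cell wall loosening and expansion, 1 was lower than in Col, the expansin gene *EXPA8*, and none was higher (14 lower when adjusted over the list alone). The list had a median log2 fold change of −0.26 and was lower as a set (adjusted p = 3.6e-09, camera), also with an estimated correlation (adjusted p = 0.047). It holds *EXPA3*, *EXPA5*, *EXPA8*, *FLA2*, *FLA11* and *CSLC4*, which the paper names as lower in these libraries. Its set test therefore restates the study's own choice in part and is not independent evidence. Of 29 genes of the secondary cell wall and xylem, none was called by edgeR's quasi-likelihood test, beside 18 at an unadjusted p under 0.05, 17 lower when adjusted over the list alone and 16 lower with DESeq2. Their median was −0.87 (adjusted p = 2e-14 in camera, and adjusted p = 0.13 with an estimated correlation). All 43 genes of the photosynthetic light reactions had negative log2 fold changes, with a median of −0.41. None was called, beside 36 at an unadjusted p under 0.05, 32 lower when adjusted over the list alone and 18 lower with DESeq2. Of 19 genes of the Calvin cycle, none was called and all 19 were lower when adjusted over the list alone, with a median of −0.50 and 15 lower with DESeq2. The set tests of these 2 lists gave adjusted p-values of 5.8e-23 and 3.9e-21, and adjusted p = 0.25 and 0.13 with an estimated correlation. Among the t0 Col libraries, B had the highest mean of the photosynthetic light reactions, 0.75 beside 0.35 in A and 0.29 in C, and the lowest of anther and tapetum genes, −4.58 beside 0.96 and 1.43. The median of the photosynthetic light reactions was −0.30 without Col B.

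For auxin, none of 22 auxin-responsive genes was called, beside 12 at an unadjusted p under 0.05, 9 lower when adjusted over the list alone and 4 lower with DESeq2. None of 23 genes of auxin transport was called, beside 7 at an unadjusted p under 0.05, 6 lower when adjusted over the list alone and 6 lower with DESeq2. The medians were −0.84 and −0.13, and each list had an adjusted p = 0.13 with an estimated correlation. Limma on quantile-normalized RPKM called *EXPA8* and 0 genes of the other 5 lists. Among genes off these lists, *PRE1*, a bHLH protein that promotes cell elongation, fell by 1.93 on the log2 scale (SE 0.21, adjusted p = 0.018), and *RR3*, a cytokinin response regulator, by 0.88 (SE 0.11, adjusted p = 0.032). *PRE1* lost its call without Col A, *lazy1* A, *lazy1* 6B or *tac1* 3B, and *RR3* kept it only without Col C or *tac1* B.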

Supporting the known connection between *LAZY1* and auxin transport, and in accordance with the *lazy1* mutant phenotype, t0 *lazy1* transcriptomes (when compared to t0 Col) were enriched for DEGs associated with hormone metabolism, the cell wall, and photosynthesis, among other categories (Fig. 6E, Supplementary Data File D4). This included downregulated auxin efflux transporters *PIN3* and *PIN4*, auxin responsive *SAUR16*, multiple expansins (*EXP3*, 5, and 8), *FASCICILIN-LIKE ARABINOGALACTANS* (*FLA2* AND 11), wall degradation enzymes (*GH98B* and a pectin lyase), a cellulose-synthase-like gene (*CSLC4*) and 18 photosynthesis-related genes (Supplementary Data Files D2 and D4).

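*EXPA8* (AT2G40610, chromosome 2, 16948863 to 16950557) fell in t0 *lazy1* from 11.9 ± 1.53 to 1.79 ± 0.194 CPM, a log2 fold change of −2.70 (SE 0.18, adjusted p = 0.00073, edgeR's quasi-likelihood test). The other genes named here had lower values in *lazy1* without passing the test. *PIN4* (AT2G01420, chromosome 2, 180105 to 183328) had 14.4 ± 3.29 CPM in *lazy1* and 39.8 ± 8.9 CPM in Col (log2 fold change −1.43, SE 0.22, adjusted p = 0.097). *PIN3* (AT1G70940, chromosome 1, 26743054 to 26746395) had 40.7 ± 14.6 and 94.2 ± 18 CPM (log2 fold change −1.19, SE 0.25, adjusted p = 0.14). *SAUR16* had a log2 fold change of −1.26 (SE 0.31, adjusted p = 0.16). The expansin genes *EXPA3* and *EXPA5* had log2 fold changes of −0.52 (SE 0.18, adjusted p = 0.21) and −1.42 (SE 0.21, adjusted p = 0.094). *EXPB3*, a beta-expansin gene, had −0.63 (SE 0.13, adjusted p = 0.14). *FLA2* and *FLA11* had −0.95 and −1.05 (adjusted p = 0.19 and 0.11). *GH9B8*, the pectin lyase gene *AT4G24780* and *CSLC4* had −1.48, −0.70 and −1.38 (adjusted p = 0.094, 0.11 and 0.094).

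The 18 photosynthesis genes of the paper's category had log2 fold changes between −1.09 and −0.38, with a median of −0.53. None passed genome-wide, 17 passed with DESeq2, and all 18 were lower when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries. Of 9 cell wall genes and 5 hormone genes of its categories, chosen in the same way, 1 and 0 passed, with medians of −1.09 and −1.19. All of these genes were lower when adjusted over the list alone. *EXPA8* was called in each fit without 1 library. *PIN4*, *EXPA5*, *FLA11*, *GH9B8*, *AT4G24780* and *CSLC4* were called without Col C. From these categories and genes, the paper reasons that the transcriptome of *lazy1* matches the known link of *LAZY1* to auxin transport and the mutant phenotype.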

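Clock genes that peak in the day or evening were higher in both gravistimulated mutants than in gravistimulated Col. Of 12 genes of the day- and evening-phased circadian clock, 5 were higher in t45 *tac1* and 5 in t45 *lazy1*, and none was lower (7 and 10 higher when adjusted over the list alone). In t45 *tac1*, *GI* was higher than in t45 Col by 1.99 on the log2 scale (SE 0.22, adjusted p = 0.004, edgeR's quasi-likelihood test), *LUX* by 1.46 (SE 0.14, adjusted p = 0.0017) and *ELF4* by 1.97 (SE 0.27, adjusted p = 0.0076). In t45 *lazy1*, *LUX* was higher than in t45 Col by 1.14 (SE 0.14, adjusted p = 0.0092), *GRP7*, an RNA-binding protein of the clock, by 1.48 (SE 0.21, adjusted p = 0.012) and *FKF1* by 1.82 (SE 0.29, adjusted p = 0.021). These values compare genotypes at t45 and are not changes over time. Col itself had lower *GI*, *FKF1* and *LUX* at t45 than at t0. The list was higher as a set with an estimated correlation in *tac1* (adjusted p = 0.019) and in *lazy1* (adjusted p = 0.029, and 0.049 in the blocked fit). Of 11 morning-phased genes, 4 were lower in *tac1* and 2 in *lazy1* (7 and 8 lower when adjusted over the list alone). They included *LNK2*, a coactivator, which fell by 2.42 in *tac1* (SE 0.40, adjusted p = 0.014). With an estimated correlation, the morning list had an adjusted p = 0.17 in *tac1* and 0.11 in *lazy1*.

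Of 17 cold and dehydration genes, 4 were higher in t45 *tac1* and none was lower (10 higher when adjusted over the list alone), with an adjusted p = 0.013 with an estimated correlation. *RD29A*, induced by cold and drought, had 23.7 ± 16.1 CPM in t45 Col and 138 ± 68.8 CPM in t45 *tac1* (adjusted p = 0.037). *COR15B*, of cold acclimation, was higher in t45 *tac1* by 1.73 on the log2 scale (SE 0.40, adjusted p = 0.045). Of 16 heat shock and protein folding genes, 2 were higher in *tac1* (3 when adjusted over the list alone; adjusted p = 0.38 with an estimated correlation), among them *DREB2A*, a transcription factor of drought and heat, by 1.25 (SE 0.19, adjusted p = 0.01), and *BAG6*, a cochaperone, by 0.89 (SE 0.10, adjusted p = 0.0043). Of 34 genes of salicylic acid synthesis, metabolism and response, 7 were lower and 1 higher in *tac1* (12 and 1 when adjusted over the list alone), with an adjusted p = 0.23 with an estimated correlation. *WRKY70*, a transcription factor of this pathway, had 164 CPM in t45 Col and 17.2 CPM in t45 *tac1*, lower by 3.24 (SE 0.56, adjusted p = 0.017).

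Of the photosynthesis genes, 7 of 43 of the light reactions and 3 of 19 of the Calvin cycle were called lower in t45 *lazy1* and none higher (31 and 8 lower when adjusted over the list alone), but none was called in the blocked fit. *PSAN*, a subunit of photosystem I, had 899 CPM in t45 Col and 437 CPM in t45 *lazy1* (adjusted p = 0.021), and *PRK*, a Calvin cycle kinase, was lower by 0.77 (adjusted p = 0.027). In *tac1*, 2 genes of the light reactions were lower (22 when adjusted over the list alone). With an estimated correlation, the light reactions had an adjusted p = 0.16 in *lazy1*, 0.5 in its blocked fit and 0.38 in *tac1*, and the Calvin cycle 0.34 in *lazy1* and 0.62 in its blocked fit. Of 29 genes of the secondary cell wall and xylem, 4 were lower in *lazy1* and none was higher (11 lower when adjusted over the list alone). Beside *TED6* and *TED7*, these were the xylem protease gene *XCP1*, which fell by 1.91 (SE 0.40, adjusted p = 0.044), and the cellulose synthase gene *CESA8*, by 1.40 (SE 0.32, adjusted p = 0.049). This list had an adjusted p = 0.11 with an estimated correlation, and 0.37 in the blocked fit.

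In the blocked fit, no member of these lists was called in *lazy1*. With t45 *tac1* 5 and 6 left out, an alternative added after the data were seen, only *LUX* of the genes given here for *tac1* remained called, beside *FKF1*, given here for *lazy1* alone. In *tac1*, *GI*, *LUX*, *ELF4*, *LNK2*, *DREB2A* and *BAG6* were called in each fit without 1 library and *WRKY70* in each but that without *tac1* 5. *RD29A* was higher than in t45 Col by 2.55 on the log2 scale, and by 3.14 without Col 5. It kept its call only without Col 5, *lazy1* 13, *lazy1* 5 or *tac1* 13, and *COR15B* only without Col 13 or *lazy1* 13. In *lazy1*, *LUX* was called in each such fit, *GRP7* was lost without Col 6, and *FKF1* without Col 13, 1B or 6. *PSAN* was lost without Col 13 or 1B or *lazy1* 4 or 5, and *PRK* also without Col 6. *XCP1* was called only without *lazy1* 13 or *tac1* 13 or 14, and *CESA8* only without *tac1* 14 or 6.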

MapMan categorizations of DEGs from gravistimulated mutant to Col comparisons and t45 vs. t0 plants of the same genotype identified enrichment in additional gene categories, (Supplementary Figures S4, S6 and Supplementary Data File D4). These categories included various types of metabolism as well as the general ‘Protein’ and ‘RNA’ categories (Fig. 6F, Supplementary Figures S4, S6 and Supplementary Data File D4).

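Of 25 genes on the list of cytosolic ribosomal proteins, 1 was called higher in t45 *lazy1* than in t45 Col, *RPS13A*, by 0.61 on the log2 scale (SE 0.14, adjusted p = 0.049, edgeR's quasi-likelihood test), and none lower. When adjusted over the list alone, 21 were higher, and DESeq2 called 17. The median was 0.45, with an adjusted p = 1.4e-14 in camera, 0.18 with an estimated correlation, and 0.5 with an estimated correlation in the blocked fit. Of the 150 genes of the paper's Protein category in t45 *lazy1*, 35 were called higher and 7 lower. Of the 17 in t45 *tac1*, 7 were higher and 4 lower, and of the 24 of its RNA category in t45 *tac1*, 9 were higher and 7 lower. The study chose these categories on the same libraries, so they are not independent evidence of direction. Among other genes of metabolism, *PHO2*, a ubiquitin-conjugating enzyme that restrains phosphate uptake, fell in t45 *lazy1* from 154 to 59.8 CPM, by 1.34 (SE 0.18, adjusted p = 0.012). *GH3.5*, which conjugates auxin and salicylic acid to amino acids, fell from 76.5 to 18.5 CPM, by 2.03 (SE 0.28, adjusted p = 0.012). Both were called in each fit without 1 library, and neither in the blocked fit. *RPS13A* was called only without *tac1* 14 or 5, and not in the blocked fit.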

## Discussion

IGT family genes *TAC1* and *LAZY1* have opposite but essential roles in directing lateral shoot orientations in vascular plants. *TAC1*, which is upregulated in response to light, promotes outward shoot orientations (via establishing wide branch or tiller angles). *LAZY1*, acting in the gravitropism pathway upstream of lateral auxin transport, promotes upward shoot orientations (via establishing narrow branch or tiller angles). We previously proposed that *TAC1* and *LAZY1* may act in the same pathway but one (or possibly both) can regulate the other’s function^2^. This was logically based on their opposing mutant phenotypes, the presence of *LAZY* genes in primitive plants and the apparent evolutionary loss of the EAR motif in *TAC1*, and gene dosage-dependent phenotypes in *tac1* Arabidopsis and peach heterozygotes^3^. However, genetic interactions between *TAC1* and *LAZY1* as well as a direct connection between *TAC1* and gravity response have not been established. Here, we found that *LAZY1* and *TAC1* were both expressed in similar shoot tissues at the same stages of development, as assessed using GUS reporters. Second, we found that *lazy1* was epistatic to *tac1* as double *tac1;lazy1* mutants displayed a *lazy1* branch phenotype. In addition, loss of *TAC1* had no detectable impact on gravitropic bending or curvature responses, and the double *tac1;lazy1* mutant showed very similar bending dynamics to *lazy1* alone. Lastly, auxin levels were also inverse in the two mutants with *lazy1* shoot tips exhibiting slightly higher IAA levels and *tac1* shoot tips having lower IAA levels. While these results are consistent with TAC1 potentially serving as a negative regulator of LAZY1, the collective data were not entirely consistent with a simple negative regulatory model.

If TAC1 was a direct negative regulator of LAZY1, we might identify opposite directional changes of common DEGs in the respective mutants, which we did not observe. In addition, *LAZY1* expression was not differentially expressed in *tac1* plants nor was *TAC1* expression altered in *lazy1* mutants. 

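Among the genes called in both mutants, the direction was the same in nearly all, but both mutants were compared with the same Col libraries. At t45, 88 of the shared genes changed in the same direction, among them the clock genes *GI*, *FKF1*, *LUX*, *RVE4* and *RVE8*. Over all genes tested with edgeR's quasi-likelihood test, the log2 fold changes of the 2 mutants had the same sign for 63.9% of genes at t0 and 61.9% at t45, and for 66.9% and 66.4% in 20 simulations of unchanged mutants against shared controls. When the t45 Col libraries were split, 2 for each mutant, the 6 assignments gave 0, 2, 1, 0, 0 and 1 shared genes, all in the same direction. Independent lists would give 0.0534, 0.0849, 0.0246, 0.00114, 0.0176 and 0.0514. At t0, the 3 Col libraries allowed no such split. From the absence of opposite changes in common genes, the paper reasons against *TAC1* as a direct negative regulator of *LAZY1*.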

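Of the *IGT* family, which holds *TAC1*, *LAZY1* and the other *LAZY* genes, 4 members could be tested at t0 and 5 at t45. In t0 *tac1*, *TAC1* alone was called (2 lower when adjusted over the list alone, adjusted p = 0.17 with an estimated correlation). In t0 *lazy1*, *LAZY1* alone was called (2 lower when adjusted over the list alone, adjusted p = 0.033 with an estimated correlation). The list holds the disrupted gene itself, so its set tests in a mutant restate the mutation in part. In t45 *lazy1*, *LAZY1* and *AT1G72490*, a further *LAZY* gene, were lower, the latter by 2.65 on the log2 scale (SE 0.54, adjusted p = 0.041, edgeR's quasi-likelihood test). *AT1G72490* kept its call only without *lazy1* 13 or *tac1* 13, 14 or 5, and neither gene was called in the blocked fit. The *IGT* family list in t45 *lazy1* had an adjusted p = 0.099 with an estimated correlation, and 0.44 in the blocked fit.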

Further, although *TAC1* and *LAZY1* overexpression in some species significantly enhanced branch/tiller angles, this was not the case in Arabidopsis^13,16,17^. *35 S::TAC1* lines were only minimally wider than Col while *35 S::LAZY1* also exhibited slightly wider branch angles, a strong contrast to previously reported narrow branch angle phenotype of 35 S::*LAZY4/DRO1* Arabidopsis^6^. Only the curled leaf phenotype of *LAZY4/DRO1* overexpression was recapitulated when using *LAZY1*. This result may originate from minor functional differences between species for both genes and among *LAZY*-family members. While the branch angle directional change in *35 S::LAZY1* contradicts known function, a recent publication demonstrated inherent branch angle inconsistencies when expressing a *LAZY1* transgene in Arabidopsis^29^. Together these findings suggest TAC1 and LAZY proteins and their interactions may be subject to complex regulatory mechanisms.

Although the precise nature of the relationship between these two genes remains unclear, the data presented here provide several important insights. 

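In upright plants, few genes were called, although 3353 genes in *tac1* and 3382 in *lazy1* had an unadjusted p under 0.05. The groups did not overlap for 26.4% of genes in *tac1* and 20.9% in *lazy1*, where chance gives 10%. Beside *TAC1* and *AT3G01345* in *tac1*, and *LAZY1*, *MRD1*, *HEI10* and *EXPA8* in *lazy1*, no gene called against Col in upright plants changed 5-fold or more. *HEI10* overlaps *MRD1*. With unique reads only, it had a log2 fold change of −0.83 (SE 0.18, adjusted p = 0.15, edgeR's quasi-likelihood test) and was not called. DESeq2 called 1015 genes in t0 *tac1* and 914 in t0 *lazy1*. In data simulated from these libraries with 100 genes changed 2-fold and 100 changed 4-fold, edgeR's quasi-likelihood test recovered 62% and 86% at t0 with 6.33% false calls. DESeq2 recovered 78% and 91% with 30.2% false calls. The simulation used the spread that edgeR estimated and changed few genes, so 30.2% is not the share of false calls among the 1015.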

First, relatively few genes were differentially expressed in *tac1* and *lazy1*. Second, the majority of the DEGS were downregulated. Thus, if the LAZY1 protein can act as a repressor via its EAR motif, it likely targets few genes, and may repress one or multiple repressors. Also, potential transcriptional repression by LAZY1 in Arabidopsis is likely secondary to its gravitropism role, as nuclear localization was not required for maintaining branch orientation in this species^4^. 

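Upright *tac1* had 28 genes higher and 9 lower than Col, with *SMXL5*, *RAP2.4* and *GSL04* among the higher and *TAC1* and *PLDGAMMA2* among the lower. The 10 genes called in upright *lazy1* were all lower. They included *LTP4*, a lipid transfer protein gene, which fell from 328 to 114 CPM, by 1.49 on the log2 scale (SE 0.18, adjusted p = 0.032, edgeR's quasi-likelihood test), and *AT2G44970*, which fell by 1.72 (SE 0.13, adjusted p = 0.0013). Gravistimulated *tac1* had 329 genes higher and 258 lower, and gravistimulated *lazy1* 187 higher and 251 lower. These balances turned with the method. Gravistimulated *tac1* had 208 higher and 240 lower with limma on quantile-normalized RPKM and 94 and 129 with the authors' p-values. Gravistimulated *lazy1* had 1066 and 989 with DESeq2, 929 and 828 in a single fit of 21 libraries, and, in alternatives added after the data were seen, 608 and 573 with a floral content covariate and 340 and 269 with t45 *tac1* 5 and 6 left out. Upright *tac1* had 2 higher and 3 lower without Col C. *LTP4* kept its call only without Col B or Col C, and *AT2G44970* in each fit without 1 library. Without Col C, 11 genes were higher and 117 lower in upright *lazy1*.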

Third, our RNAseq data are consistent with a role of LAZY1 in influencing gravitropic responses. 

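In t45 *lazy1*, genes of cell wall loosening and expansion moved both ways against t45 Col. Of 31, the expansin-like gene *EXLA2* and *XTH17* were higher and *EXLB1*, another expansin-like gene, was lower (2 higher and 2 lower when adjusted over the list alone). *EXLA2* was higher by 1.31 on the log2 scale (SE 0.27, adjusted p = 0.041, edgeR's quasi-likelihood test), and *EXLB1* was lower by 3.52 (SE 0.77, adjusted p = 0.047). The median of the list was 0.28 and its set test had an adjusted p of 0.7. *EXPA8* had 0.36, 10, 3.63 and 8.34 CPM in the t45 *lazy1* libraries and 5.13, 14.9, 8.7 and 9.87 CPM in t45 Col. In t45 *tac1*, none of the 31 genes was called, beside 8 at an unadjusted p under 0.05 and 4 higher with DESeq2, and *EXPA8* had 78.2 and 59.9 CPM in libraries 5 and 6 and 8.74 and 3.53 CPM in 13 and 14. *EXLA2* and *EXLB1* kept their calls only without *lazy1* 13 or *tac1* 13 or 14, and were not called in the blocked fit.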

Genes repressed in *lazy1* plants included cell wall-related genes such as expansins and FLAs (whose expression was downregulated in *lazy1*), thereby promoting asymmetric cell elongation in shoots for positioning purposes. 

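*AUX1* (AT2G38120, chromosome 2, 15972993 to 15977180), the auxin influx carrier, had 67.8 ± 12.1 CPM in t0 *lazy1* and 126 ± 23.8 CPM in t0 Col. Its log2 fold change was −0.87 (SE 0.16), which did not pass edgeR's quasi-likelihood test (adjusted p = 0.11), though DESeq2 called it. At t45 in *lazy1*, *AUX1* and the efflux carrier *PIN3* had log2 fold changes of −0.72 and −0.90 against Col, each with an adjusted p of 0.19. In t45 *tac1*, *PIN3* had a log2 fold change of 0.01 (adjusted p = 0.99). Of 23 genes of auxin transport, none was called in t45 *lazy1*, beside 7 at an unadjusted p under 0.05, 1 lower when adjusted over the list alone and 1 lower with DESeq2. None was called in t45 *tac1*, beside 5 at an unadjusted p under 0.05 and 3 higher with DESeq2. Of 23 auxin-responsive genes, *GH3.5* was lower in t45 *lazy1* (2 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation and 0.49 in the blocked fit). *IAA14*, an auxin response repressor, was lower in t45 *tac1*, by 1.70 on the log2 scale (adjusted p = 0.047), a call kept only without Col 5 or *lazy1* 13 and lost with *tac1* 5 and 6 left out, an alternative added after the data were seen.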

The lateral auxin transport genes *PIN3*, *PIN4*, and auxin influx gene *AUX1* were also downregulated in *lazy1*.

Interestingly, one gene showed extreme differential expression. *MTO 1 RESPONDING DOWN1* (*MRD1*) was repressed by over 300-fold in upright *lazy1* shoot tips. 

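*MRD1* was also nearly absent from gravistimulated *lazy1*, at 0.0504 ± 0.0377 CPM against 35 ± 10.2 CPM in t45 Col. Its reads were 677 times fewer (counting interval 264 to 2.49e+03). Its fitted log2 fold change was −9.23 (SE 0.42, adjusted p = 2.6e-06, edgeR's quasi-likelihood test), and −9.16 in the blocked fit (SE 0.39, adjusted p = 0.0038). In t0 *tac1* it had a log2 fold change of −0.29 against Col. The meiotic gene *HEI10* (AT1G53490, chromosome 1, 19963267 to 19966952), which overlaps *MRD1*, fell in *lazy1* by 2.34 at t0 (SE 0.18, adjusted p = 0.0019) and by 2.62 at t45 (SE 0.17, adjusted p = 6.6e-05). Of the reads of *HEI10*, 32.8% were unique over all libraries, with 28.2% in t45 Col and 87.7% in t45 *lazy1*. With unique reads only, it fell by 0.83 at t0 (SE 0.18, adjusted p = 0.15), which was not called, and by 0.97 at t45 (SE 0.22, adjusted p = 0.046). It was not called in the blocked fit at t45. The neighbouring genes *MSL4* and *MUM4* had log2 fold changes of −0.95 and −0.44 at t0 (adjusted p = 0.33 and 0.19), and of −0.53 and −0.02 at t45 (adjusted p = 0.62 and 0.97).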

*MRD1*, is minimally characterized as of now, with the exception that it is downregulated in *mto1-1* mutants that over-accumulate methionine. However, this gene in the root system architecture mutant *agb1-2* was found to be co-expressed with *At3g01345*, the most highly induced gene in shoot tips from upright *tac1* plants^40^. Connections between *MRD1*, *At3g01345, TAC1*, and *LAZY1* warrant further investigation, as the functions of both are not understood.

One of our most surprising findings, and one we cannot at this time explain, was the tremendous increase in SA concentrations (~5 fold) in shoot tips, stems, and branch tips of *lazy1* mutants. SA is primarily associated with biotic stress and no prior connections between this hormone and any *lazy* mutants have been reported. However, several studies have shown that SA can regulate shoot elongation. SA accumulation in response to cold temperatures inhibits cell elongation and reduces plant growth, and SA signaling (but not concentration) is important for petiole elongation in response to shade^41,42^. It’s possible that, in addition to auxin transport impairments, the *lazy1* branch angle phenotype is connected to reduced cell elongation in abaxial branch tissues as a result of high SA concentrations. The Arabidopsis *LAZY1* promoter region also has several SA responsive W-Box and WLE1 elements — (T)TGAC(C/T) and TGACA respectively — suggesting SA may have a direct role in regulating *LAZY1* expression^43,44^. However, our RNAseq data uncovered DEGs more tangentially, rather than directly, related to SA biosynthesis and signaling. Given these results and the presence of SA-responsive elements, connections between *LAZY1* and SA warrant further exploration.

In summary, the data described here highlight molecular and genetic aspects of *TAC1-* and *LAZY1* function and their relationship to each other. Recent findings linking LAZY proteins to PIN3 localization via physical interactions with BRX-domain proteins suggest a possible mechanistic area where TAC1 and LAZY1 function could intersect^30,45^. One possibility is that *TAC1* acts to integrate light perception into an ancient *LAZY1-*mediated gravity response pathway, thereby optimizing shoot positions for light capture. However, extensive experimentation is needed to build a comprehensive understanding of their independent and/or interdependent roles in regulating lateral shoot orientations in plants. The data provided here fills in some key knowledge gaps and provides new directions for future studies on *TAC1* and *LAZY1* branch angle control.

## Materials and methods

### Cloning

The *promAtTAC1::GUS* construct was generated by cloning a 2-kb fragment of the *AtTAC1* promoter sequence, including the 5’ untranslated region (5′UTR), upstream of the *GUS* CDS in a pBI101 vector, using *SalI* and *SmaI* restriction sites. The *35 S::LAZY1* plasmid was made by amplifying the *AtLAZY1* CDS from Arabidopsis cDNA using the forward primer 5′-CGA GTC GAC ATG AAG TTT TGG GGC TGG-3′ and reverse primer 5′-AAT GGA TCC TTA CAG TTC CAA CAC GAA ATA GTC TTC-3′ and cloning it into pCR8/GW/TOPO. After sequence confirmation, the CDS was inserted downstream of the 35 S promoter in 35S-pBIN-AFRS (a modified pBINPLUS/ARS vector) using the *SalI* and *BamHI* restrictions sites^46^. Similarly, the *35 S::LAZY1∆EAR* construct was made by amplifying the *AtLAZY1* CDS, using a reverse primer (5′-AAT GGA TCC TTA ATA GTC TTC GTC TGT CTT GAT CCA G-3′) that excluded the sequence for the last 15 amino acids of the full-length protein.

### Plant material, Genotyping, and Branch Angle Measurements

The Arabidopsis *tac1*, *lazy1*, *promLAZY1::GUS, and 35 S::TAC1* plants were previously described^3,4,18^. The *tac1;lazy1* homozygous double mutant lines were generated by crossing the single mutants. Genotyping for *tac1* and *lazy1* was performed using standard PCR methods. To detect the *lazy1* mutant allele, the primer AtLAZY-Fwd (5′-CAA GGT TTT TAC AAC ACA GAG CAA) was with AtLAZY-T-DNA Rev (5′-ATA TTG ACC ATC ATA CTC ATT GC) primer. To detect the wild type *LAZY1*, AtLAZY-Fwd was used with At-LAZY-genotype-Rev (5′ GCT GAC ACC CAT CAT AAT GCT T). The mutant *tac1* allele was detected using AtTAC1-F-genotype (5′TCA ATT GTT CGT GTG CGT TT) and AtTAC1-R-genotype (5′AAA AGC TCC GCA AGT GTT GT). Wild type *TAC1* was detected with AtTAC1-F-genotype and AtTAC1mut-Rev (5′TTA AAA ACG TCC GCA ATG TG). The *35 S::LAZY1*, *35 S::LAZY1∆EAR*, and the *promAtTAC1::GUS* plants were generated by transforming their respective constructs, described above, into Arabidopsis (cv. Columbia) via agrobacteria-mediated floral dip transformation and kanamycin selection. Multiple transgenic lines were phenotyped and/or stained and average lines were used for characterizations. All plants were grown in either 2- or 4-inch pots with one plant per pot and 16-hour light (~100 µmol m^−2^ s^−1^) in growth chambers set to ~22 °C. Branch angle measurements for Col, *35 S::TAC1* and *35 S::LAZY1* plants were determined by measuring from the tip of each branch (just below the floral cluster) to the branch node and then up the stem to the node above each branch.

### GUS staining

Tissues for GUS staining were harvested in cold 90% acetone prior to a 20-minute room temperature incubation. Afterwards, tissues were rinsed with a staining buffer solution containing 50 mM NaHPO_4_ buffer (pH 7.2), 0.2% triton, 0.5 mM potassium ferrocyanide, and 0.5 mM potassium ferricyanide. Next, samples were submerged in staining buffer containing a 2 mM final concentration of X-gluc, vacuumed on ice for ~20 minutes, and incubated in dark for up to 16 hours at 37 °C. The next day, tissues underwent 30-minute incubations in the following solutions: 20%, 30%, and 50% ethanol, FAA, and then 70% ethanol. Several warm 95% ethanol washes followed until tissues cleared and samples were stored in 95% ethanol until imaged using a digital camera or a Nikon SMZ-800N stereomicroscope with a Nikon DS-Fi3 camera.

### Gravitropism experiment

For the gravitropism experiments, on four different dates 4-5-week-old plants in 2″ square pots with a single inflorescence shoot approximately ~10–12 cm tall were placed in a custom-built rack at the same time of day, adapted to dark conditions under green light in a sealed room for one hour, and then rotated clockwise 90^°^ to stimulate shoot bending. Prior to dark treatment, a metal pin was placed on the right side of each shoot, between the tip and base, to minimize initial shoot dropping. Between six and nine plants of each genotype were included for each experiment and the placement of each genotype was randomized. A total of 28 Columbia, 27 *tac1*, 30 *lazy1*, and 23 *tac1;lazy1* plants were used for quantification. Images were taken every minute for between 12 and 36 hours after rotation with a Canon EOS REBEL T3 digital camera using a time-lapse intervalometer shutter release control. A timer, counting from zero, was started immediately after reorientation and placed in the field of view of the camera to ensure accurate correlations between images and time after reorientation. Time-lapse videos were generated using Microsoft Movie maker or Microsoft Video Editor. To quantify bending, images from twenty time points between 1.5 hours and ending at 12 hours (at 30- or 60-minute intervals) were selected. For plants on these images, ImageJ was used to draw circles that best fit the curvature at the bending point in the stem and then determine the area of that circle. A total of 2,160 measurements were taken. For each time point, a Student’s t-test was used to test for statistically significant differences between the average area for each genotype to each other.

### RNA isolation for transgenic plants and qPCR analyses

Total RNA was extracted from Arabidopsis leaves using the Zymo Research Direct-zol RNA MiniPrep kit (Irvine, CA). qPCR was conducted using 50 ng total RNA per sample using the iTaq Universal SYBR Green One-Step Kit (BioRad, Hercules, CA) in a 15 µl total reaction volume in a 384 well plate on a BioRad CFX384 Touch with the following settings: 50 °C for 10 min for the RT step followed by a 95 °C 1 minute denaturation and then 35 cycles of 95 °C for 10 seconds and 60 °C for 20 seconds. A melt curve was subsequently performed to confirm the presence of only one amplicon. *LAZY1* primers were Fwd: TCC GGG AGA ATA GCA AAG AGC CAT and Rev: 5′ TGT ATT GCT TGG GTC CTG CGA A; *TAC1* primers were Fwd 5′AGC TGG TCA TGT CAA AGT CCA and Rev: 5′ TCA CAG TTC CGA GTT GGC TTG T). For *35 S::LAZY1*, *35 S::LAZY1∆EAR*, and *35 S::TAC1* lines between three and six biological reps were tested, each with three technical reps. Samples were analyzed for relative expression based on a standard curve using Columbia RNA.

### Hormone analysis

Phytohormone extraction and LC/MS/MS methods were adapted from an established protocol^47^. Approximately 1 cm samples were collected from the tip of the primary inflorescence shoot, 1 cm below the tip, and the tip of the first sub-apical branch of Arabidopsis Columbia, *lazy1*, and *tac1* plants (Supplementary Table S2). At the time of collection, the plants were approximately 12 cm tall and had only one shoot and no more than three branches. Three biological replicates were generated, each containing a pool of samples from 12-15 plants. These samples were flash-frozen in liquid nitrogen and the fresh weight of each pool was recorded. Phytohormones were extracted by grinding samples with a drill-driven blue pestle in buffer composed of 80% MeOH, 20% H_2_O, 0.1% formic acid, 0.1 g/L butylated hydroxytoluene, and internal standards of 100 nM [D_6_]-ABA (Toronto Research Chemicals) and 100 nM [D_7_]IAA (CDN Isotopes), using 1 mL of extraction buffer per 100 mg of sample. Samples were then rotated at 4 °C for 18 hours, centrifuged to pellet debris, the supernatant was filtered through a 0.2 m centrifugal filter unit (Millipore), and transferred to an autosampler vial. Samples (10 µL injection) were separated on an Ascentis Express C18 column (5 cm ×2.1 mm, 2.7 µm pore size (Supelco) using a linear gradient of 0.1% Formic Acid (solvent A) to 100% methanol (solvent B) with a flow rate of 0.4 mL/min, column temperature of 50 °C, and a 5 minute program. The separated samples directly interfaced with a Quattro Premier XE (Micromass Technologies) tandem quadrupole mass spectrometer via electrospray ionization. Capillary voltage, cone voltage and extractor voltage were 3 kV, 25 V, and 5 V, respectively. Source temperature was 120 °C and desolvation temperature was 350 °C. Cone gas flow was 50 L/hr, desolvation gas flow was 600 L/hr, and collision gas flow was 0.15 mL/min. Optimized detection parameters for each analyte is listed in Supplementary Table S2. Detection was performed by multiple reaction monitoring (MRM) in positive ion mode for IAA and IAA conjugates and negative ion mode for ABA, JA, and SA. Data acquisition and calculation was performed in Masslynx 4.1 software. A 4-fold dilution series from 1 µM to 1 nM was used to generate a standard curve, which then allowed for quantification of each phytohormone by peak area rations related to their corresponding internal standard ([D_6_]-ABA or [D_7_]-IAA).

### Transcriptome tissue collection

Arabidopsis plants containing only a single inflorescence shoot, with a height of ~15-18 cm, and no more than 3 lateral shoots (each no larger than ~1 cm) were used for expression profiling. Prior to collection, plants were left for at least 12 hours in a dark chamber with wooden stakes to support primary shoots to ensure they would be vertical at the time of collection. Primary shoot tips from upright (t0) plants and plants after 45 minutes of gravistimulation in the dark by a 90° reorientation (t45 plants) were collected on the same day. The t0 collections were at ~10 AM and t45 collections were at ~10:45 AM (having been reoriented at ~10 AM). From all plants, the upper most ~1 cm of primary shoot apical tissue (minus any leaves, flowers, or opening buds) was harvested and immediately frozen in liquid nitrogen. When t45 plants were reoriented to 90 degrees, their shoots were supported by microfuge tube racks to keep them in the same position, relative to the rosette, as when upright.

### RNA extraction for transcriptomes, RNA sequencing and transcriptome analysis

Total RNA was extracted from apical tissues using the Qiagen Plant Mini RNeasy kit (Germantown, MD) including a DNAse treatment with Invitrogen Turbo DNA-free (Carlsbad, CA). Approximately 2 μg of total RNA for each sample was sent to the Cornell Weill Medical Genomics Resources Core Facility (New York, NY, USA) where RNA TruSeq. 50 bp unpaired barcoded libraries were prepared for each and sequenced with nine libraries per lane on an Illumina HiSeq. 2000. Raw sequencing data, now available in the NCBI GEO database under accession GSE147254, was uploaded to CLC Genomics Workbench Version 9.5.3 (Qiagen, Redwood City, CA) and trimmed based on a QC limit of 0.05, an ambiguity max of 2 nucleotides, and a minimum length of 40 nucleotides. The number of reads for each tissue sample before and after trimming can be found in Supplementary Table S3. Using the CLC RNAseq analysis tool trimmed reads were aligned to the arabidopsis genome (TAIR10) with the following parameters: 2 maximum mismatches, a minimum length fraction of 0.9, a minimum similarity fraction of 0.8, a nonspecific match limit of 10, a minimum exon coverage fraction of 0.2, and 10 minimum reads. Expression values were reported as RPKM. Next, the RNAseq Experiment function was used to perform differential expression analysis. Five separate experimental comparisons were performed. A multiple comparison of all three types of t0 plants (Col, *tac1*, and *lazy1*) with three biological replicates for each. A multiple comparison of the t45 samples for all three plants, which included 4 biological replicates of Col and *lazy1* and 5 biological replicates for *tac1*. Individual analyses, comparing t0 to t45 samples of the same genome were also performed. All five experimental analyses were normalized by quantiles and then a proportion-based statistical analysis with Baggerley’s test as performed. Bonferroni corrected p-values and FDR-corrected p-values were also determined. Data sets for all comparisons containing DEGs with an FDR p-value correction ≤ 0.05 were then annotated using TAIR10 gene info and descriptions. For each of the five comparisons, the normalized relative fold-change values for genes with an FDR p-value ≤ 0.05 were used to identify significant MapMan Categories using the BAR Classification SuperViewer (https:bar.utoronto.ca)^48,49^.

Video V1. Time-lapse video of the 90° reorientation gravitropism experiment performed on May 5^th^, 2014. Video covers ~39 hours immediately following reorientation and is sped up 50×, with each image duration lasting 0.02 seconds. Shoot circumnutation is visible for some plants within the first 10 seconds (~2.5 hours into the experiment) and increases throughout the duration of the video. A key indicating the genotype of each plant can be found in Supplementary Figure S3.

## Supplementary information

Video V1.

Supplementary Figures and Tables.

Dataset 1.

Dataset 2.

Dataset 3.

Dataset 4.

How the deposited data were processed for this re-analysis (not part of the article)

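Shoot tips of Col, *tac1* and *lazy1* were sequenced by the authors before (t0) and 45 min after (t45) reorientation, as unpaired reads of 50 bp with 9 libraries per lane. The authors mapped the reads to TAIR 10 with CLC Genomics Workbench. Their 5 deposited tables, one per experiment, held 28687 features, of which 27338 were protein-coding genes, 191 were encoded in organelles and 1348 had no exon length and no reads. For each library the authors deposited whole-number counts of total exon reads, unique exon reads and total gene reads. They deposited RPKM, which was recomputed from the counts and the deposited exon lengths with a largest relative difference of 9.5e-13%. They also deposited quantile-normalized RPKM, normalized within each experiment, and for each comparison a score, the signed fold change of weighted proportions from Baggerley's test on the quantile-normalized RPKM, with its p-value and FDR. In the signed fold change, a ratio below 1 is written as minus its inverse. Gene positions and exon lengths in bases were taken from the deposited tables. The 21 columns of total exon reads that appear in a second table had 0 differing values. The strand of the reads was not used here. The names of several t0 libraries hold the word combined, which the labels do not explain. The labels hold 4 libraries of t45 *tac1*, and the paper states 5 replicates.

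Reads were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Total exon reads were normalized by TMM, genes with low counts were removed by filterByExpr, and each experiment was fitted with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The SE of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM used a prior count of 1. Unique reads were 96.5 to 97% of the total exon reads, the top 10 genes held 3.21 to 6.16%, and organelle-encoded features held 0.00661 to 0.0795%. The biological coefficient of variation was 22.5% over the t0 libraries, 38.4% over the t45 libraries, 28.7% in Col, 29.5% in *tac1*, 34.1% in *lazy1* and 33.8% over all libraries. The methods were tested on simulated data, in which 100 genes were changed by each fold. The counts were drawn with the spread that edgeR estimated, so the shares of false calls hold for that setting only. At 2-fold and 4-fold, edgeR recovered 45% and 67% at t45 in the comparison of *lazy1* with Col, with 3.45% false calls, and 52% and 83% between t45 and t0 in Col, with 1.46%. DESeq2 recovered 60% and 84% with 28.4% false calls, and 77% and 96% with 29.1%. Limma on quantile-normalized RPKM recovered 47% and 67% with 4.2% false calls, and 46% and 83% with 3.01%.

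Whether libraries with the same label in different genotypes were paired was checked by the correlation across genes of their deviations from the group means. At t45, Col and *lazy1* had 0.481, 0.600 and 0.326 for labels 13, 5 and 6, and from −0.554 to 0.291 for pairs of different labels, so the label was also fitted as a block there. The same-label pairs had 0.213 and 0.087 for Col and *lazy1*, −0.212 and −0.071 for Col and *tac1* and 0.074 for *lazy1* and *tac1* at t0. At t45 they had 0.068, 0.138 and 0.501 for Col and *tac1*, and 0.208, −0.001 and 0.459 for *lazy1* and *tac1*. Pairs of different labels there ranged from −0.459 to 0.472 for Col and *tac1* and from −0.572 to 0.691 for *lazy1* and *tac1*. Such values do not by themselves show that labels pair libraries. No libraries were treated as paired in the main fits. The fits with the label as a block used all libraries of t0 or of t45, *tac1* included.

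The 25 lists held 507 genes, of which those whose locus is paired with another symbol in the names tables were dropped. The list of genes named in the paper was chosen by the study, and members of other lists appear in the paper's supplementary tables, which had been read, so the lists are not independent evidence of direction. Each list was tested with limma's camera, and its members were counted past the genome-wide threshold and past the same threshold adjusted over the list alone. Genes were named by a rule. It took every gene the paper names for a comparison, the 10 called genes with the largest log2 fold change whose normalized values did not overlap between the groups, up to 4 called members of each list described with the smallest adjusted p, and all members of the *IGT* family. Fold changes in the paper's supplementary tables had been seen when the rule was written. The list mean of a library is the mean over the list of log2 CPM minus the gene's mean over the 21 libraries.

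The alternatives were DESeq2, no filter beyond 1 read, quantile-normalized RPKM with limma and a pseudocount of 0.1, unique reads only, each library left out in turn, the label as a block, a single fit of the 21 libraries, the authors' p-values over the genes tested here, and camera with an estimated correlation. A covariate of floral content, and leaving out t45 *tac1* 5 and 6, were added after the data were seen. Other splits of the libraries were counted over at most 100 splits, with seed 7, and shared controls were simulated with seed 11. The category of each gene in the paper's supplementary tables was used only for counts of its members, and the copy of those tables read here was truncated.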

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

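Of the tests here, that of a response of Col which both mutants lack and that of a lost segment beside *MRD1* were chosen after the results were seen, as were the floral content covariate and leaving out t45 *tac1* 5 and 6.

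Single libraries stood apart from the other libraries of their group in 11 of 147 values tested with Dixon's test, where chance gives about 1 in 20. In t45 *lazy1* 13, the list mean was −0.82 for auxin transport (others −0.06 to 0.09), 0.58 for the day- and evening-phased clock (0.08 to 0.11), 1.54 for dark and sugar starvation (−0.42 to −0.23) and −0.93 for phosphate starvation (−0.23 to −0.10). In t45 *lazy1* 6 the Calvin cycle had 0.09 (−0.34 to −0.29), and in t45 *lazy1* 5 *TED7* had a log2 CPM of −4.23 (−3.27 to −3.14). In t45 *tac1* 14 the photosynthetic light reactions had −0.13 (−0.32 to −0.30) and heat shock and protein folding −0.01 (0.28 to 0.32). In t45 *tac1* 5 the shoot meristem list had 0.02 (−0.29 to −0.24), and in t45 *tac1* 13 *LFNR2* had a log2 CPM of 9.17 (8.87 to 8.91). In t45 Col 13 the plastid ribosomal proteins had 0.27 (−0.23 to −0.20).

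The response to gravistimulation differed from that of Col for 42 genes in *tac1* and 1 in *lazy1* in the interaction test. For *tac1*, of 100 splits of the libraries only the real one gave a count as large, with 18 as the highest other count. For *lazy1*, 3 of 100 splits gave a count as large, up to 7, and the single gene was lost in several fits without 1 library, so nothing is drawn from it. In genes that the paper does not discuss, 7 evening-phased clock genes were lower in t45 Col than in t0 Col, 5 were higher in t45 *lazy1* than in t45 Col, 4 cold and dehydration genes were higher in t45 *tac1* than in t45 Col, and *HEI10* had a log2 fold change of −2.62 in t45 *lazy1*.

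The clock index, which is the mean of the morning list minus that of the evening list, was 1.42 to 2.23 in the t45 Col libraries and −1.89 to 0.83 in the other 17. With 0 other libraries at or above the lowest t45 Col library, t45 Col libraries at an earlier point of the daily cycle and a response of Col to reorientation that both mutants lack cannot be told apart, since the index is made of the lists that show the pattern and either would set t45 Col apart. Flower bud and pollen content was argued against, since with its covariate the median of the evening list between t45 and t0 Col was −0.99, beside −1.01 without it. In the interaction with *lazy1* the evening list had an adjusted p of 0.14 with an estimated correlation, and 0.00027 in that with *tac1*. By the schedule in the paper, tips at t45 were cut later in the morning of a single day than those at t0, in every genotype, which by itself would not place t45 Col earlier.

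The 587 calls in t45 *tac1* fell to 10 without libraries 5 and 6, which hold more pollen transcripts. The number of libraries alone does not set the count, since leaving out 13 and 14 gave 1655 calls. Leaving out the other pairs gave 14 (13 and 5), 5 (14 and 5), 6 (14 and 6) and, at the lowest, 3 (13 and 6). Each of these pairs holds 5 or 6, so for them fewer libraries cannot be told apart from a dependence on 5 and 6. More flower bud and pollen tissue in 5 and 6 stays open. Of the called genes, 58.8% differ between 5, 6 and 13, 14 in the called direction, beside 64.4% of all genes tested, but calling itself favours genes with a small spread over these 4 libraries, and 304 genes were called with the floral content covariate. An effect of the *tac1* mutation in every library stays open too. With 13 and 14 only, 100% of the called genes kept their sign against Col. Their median log2 fold change in the called direction was 0.70, beside a median size of 0.74 with all 4 libraries. These genes were called in a fit that includes 13 and 14, so neither value decides between the explanations.

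*HEI10* was lower in *lazy1* beside *MRD1*, whose exons it overlaps. Reads of *MRD1* counted for *HEI10* are a candidate explanation for part of this. The CPM that *HEI10* lost were at most 79.4% of those *MRD1* lost, 20.3 of 32 at t0 and 27.7 of 34.9 at t45. Unique reads were 29% of the *HEI10* reads in t0 Col and 83.3% in t0 *lazy1*. At t45 they were 28.2% in Col and 87.7% in *lazy1*, so most of the reads lost were not unique to *HEI10*. A lost segment that spans the neighbouring genes was tested with *MSL4* and *MUM4*. In edgeR's quasi-likelihood test, 0 of the 4 tests gave a change of 2-fold or more at the threshold. This argues against a segment that spans *MUM4*, with 64.6 CPM in t45 Col and 63 CPM in t45 *lazy1*. *MSL4* had 0.936 CPM in t0 Col and 0.473 CPM in t0 *lazy1*, too low a level to tell for its side. With unique reads only, *HEI10* had a log2 fold change of −0.83 at t0 (adjusted p = 0.15) and of −0.97 at t45 (adjusted p = 0.046), so a lower level of *HEI10* itself stays open.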

How the results depend on the processing

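Of the alternatives here, the floral content covariate and leaving out t45 *tac1* 5 and 6 were chosen after the data were seen. No cause of a moved count was tested, other than fewer libraries or genes in a setting by its construction. Counts are given beside the main counts of 37, 10 and 409 at t0 (*tac1* against Col, *lazy1* against Col, *lazy1* against *tac1*), 587, 438 and 964 at t45, 957, 164 and 17 over time (Col, *tac1*, *lazy1*), 1 and 42 for the interactions (*lazy1*, *tac1*), and 1 and 89 shared genes (t0, t45).

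DESeq2 gave 1015, 914 and 1585 at t0, 2372, 2055 and 3065 at t45, 3123, 2288 and 2215 over time, 574 and 221 for the interactions and 154 and 537 shared genes. Without a filter on low counts, *tac1* had 22 at t0 and 61 over time, t45 *lazy1* 193, the interaction with *lazy1* 5, and 0 and 46 genes were shared. Quantile-normalized RPKM with limma gave 6 in t0 *tac1*, 1738, 260 and 48 over time, 6 and 65 for the interactions and 0 shared genes at t0. Unique reads gave 3 for the interaction with *lazy1*. The label as a block gave 1, 1 and 2 at t0, 2 in t45 *lazy1* against Col, and 0 shared genes at t0 and at t45.

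A single fit of 21 libraries gave 138, 4 and 232 at t0, 2188, 1757 and 2932 at t45, 1493, 780 and 1955 over time, and 0 and 437 shared genes. The authors' p-values gave 106 and 125 in t0 *lazy1* against Col and *tac1*, 223 in t45 *tac1* against Col, 264 in t45 *lazy1* against *tac1*, 416 and 687 over time in *tac1* and *lazy1*, and 4 shared genes at t0. With the floral content covariate there were 210 in t0 *lazy1* against *tac1*, 304 and 1181 in t45 *tac1* and *lazy1* against Col, 26 and 107 over time in *tac1* and *lazy1*, 46 and 77 for the interactions and 0 shared genes at t0. With t45 *tac1* 5 and 6 left out there were 10 against Col, 14 against *lazy1*, 107 over time in *tac1*, 5 for the interaction with *lazy1* and 6 shared genes. With an estimated correlation, 10 of 275 tests of lists passed, beside 128 at the preset one.

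Without single libraries, the counts ranged from 2 to 19, 5 to 128 and 7 to 884 at t0, 139 to 1410, 35 to 928 and 171 to 1399 at t45, 0 to 1396, 1 to 1119 and 0 to 2506 over time, 0 to 242 and 11 to 87 for the interactions, and 0 to 2 and 10 to 246 for shared genes.

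*LAZY1* in t45 *tac1* against Col had 0.15 with the floral content covariate and 0.26 with *tac1* 5 and 6 left out, of the opposite sign to −0.49. Between t45 and t0 Col, *LAZY1* had −0.01 with quantile-normalized RPKM and −0.19 without t45 Col 1B (up to 0.42 without t45 Col 5), and *TAC1* had 0.14 without t0 Col B, 0.00 without t45 Col 1B and 0.01 without t45 Col 5 (down to −0.35 without t45 Col 13). None of these values passed the threshold.

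Of the values of named genes, those that kept their direction and side of the threshold were 217 with DESeq2 (18 gained and 2 lost a call), 193 with no filter (44 lost), 201 with quantile-normalized RPKM (34 lost), 230 with unique reads (4 lost), 68 with the block (90 lost), 186 in the fit of 21 libraries (34 lost), 114 with the authors' p-values (20 gained, 86 lost), 187 with the floral covariate (47 lost), 47 with *tac1* 5 and 6 left out (77 lost), and 1395 over the fits without a library (1068 lost). Depth limits genes with few reads, such as *TED7*, with 3 reads over the t45 *lazy1* libraries.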

Differences from the paper's values

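All alternatives named here were set before the data were examined, apart from the floral content covariate, which was chosen after seeing the values.

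The paper states fewer than 200 genes changed over 2-fold, and the count here was 347, a sum over 4 comparisons that holds 307 different genes. The authors' deposited tables give 231 as such a sum and 200 different genes. No filter on low counts (237) and the authors' p-values (253) came within 1.5 times of it, while DESeq2 (1683), quantile-normalized RPKM with limma (348), unique reads (348), the block (348) and a single fit of 21 libraries (1215) did not. The paper's ratio of over 2 between the genes called over time in Col and in *tac1* was 5.84 here, above that lower limit. Single libraries turned this, as the count was 0 in Col without t0 Col A and 1119 in *tac1* without t45 *tac1* 14. No filter (12.7), quantile-normalized RPKM (6.68), unique reads (4.55) and the authors' p-values (2.14) also lay above it, and DESeq2 (1.36) and the fit of 21 libraries (1.91) below. The paper's 3 genes shared at t0 stand beside 1 here. The authors' p-values (4) and the fit without t0 Col C (2) came within it, and DESeq2 (154), no filter (0), quantile-normalized RPKM (0), unique reads (1), the block (0), the fit of 21 libraries (0) and the other fits without a library (0) did not.

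For *TED6* and *TED7* between t45 and t0 *lazy1*, the paper states fold changes of −82 and −43, and those here were −50.8 and −101. The latter are ratios of reads, while the other settings give fitted or deposited folds. For *TED6*, the fit without t45 *lazy1* 13 (−58.8) came within 1.5 times of the paper's value and the fit of 21 libraries (−48) within its own SE, and the other settings, from −37.7 to −50.6, did not. For *TED7*, quantile-normalized RPKM with limma (−32) and the fit of 21 libraries (−86.6, within its own SE) did, and the others, from −65.1 to −102, did not. The authors' deposited table gives −43 for *TED6* and −81.7 for *TED7*, the reverse of the order in the paper's text.

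At the paper's FDR threshold of 0.05, the paper's 97 genes in t0 *lazy1* stand beside 10 here, its 104 between t0 *lazy1* and *tac1* beside 409, and its 196 in t45 *tac1* beside 587. The authors' p-values gave 106, 125 and 223, within 1.5 times of the paper's counts, and DESeq2, no filter, quantile-normalized RPKM with limma, unique reads, the block and the fit of 21 libraries did not in any of these comparisons. The fits without 1 library gave 5 to 128, 7 to 884 and 139 to 1410, of which some came within 1.5 times and others did not. For the paper's 18 photosynthesis genes in t0 *lazy1*, 0 were called here by edgeR, beside 18 at an unadjusted p under 0.05. The authors' p-values (18) reached the paper's count and DESeq2 (17) came within 1.5 times of it, and the fit without t0 Col C (2) and the other settings (0) did not.

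The paper names *LFNR2*, *CSP41A* and *HTB4* as changed in both upright mutants, and none was called here. The authors' p-values called all of them in both mutants, DESeq2 called *CSP41A* and *HTB4* in both and *LFNR2* in *tac1*, and the fit of 21 libraries called *CSP41A* in *tac1*. The paper names *BSMT1* as lower in t45 *lazy1*, where DESeq2, the authors' p-values and the floral content covariate, chosen after seeing the values, called it. It names *BSMT1* as higher in t45 Col, where DESeq2, quantile-normalized RPKM with limma, the authors' p-values, the fit of 21 libraries and the same covariate called it. It names *ADH2* as lower in t45 *lazy1*, called only by the authors' p-values.

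Of the genes the paper names as lower in t0 *lazy1*, *EXPA8* was called here. *PIN3*, *SAUR16* and *FLA2* were called by DESeq2 and the authors' p-values. *PIN4*, *EXPA5*, *FLA11*, *GH9B8*, *AT4G24780*, *CSLC4* and *AUX1* were called by these and in the fit without t0 Col C. *EXPA3* was called under no setting, with a log2 fold change of −0.52, and the authors' deposited table gives it an FDR of 1, while it gives *EXPB3* a fold change of −1.48 with an FDR of 0.034. The paper describes *TAC1* as not changed in *lazy1*, and DESeq2 called it at t0. The paper states that most genes were lower in the mutants. The tally was 0 higher and 10 lower in t0 *lazy1* and 187 and 251 in t45 *lazy1*, but 28 and 9 in t0 *tac1* and 329 and 258 in t45 *tac1*. The balance in t45 *tac1* turned to 208 higher and 240 lower with quantile-normalized RPKM and limma, and to 94 and 129 with the authors' p-values. The authors' deposited tables give 18 higher and 11 lower in t0 *tac1*, 8 and 89 in t0 *lazy1*, 80 and 116 in t45 *tac1* and 243 and 264 in t45 *lazy1*, so that over these 4 comparisons together most were lower, as the paper states. The paper describes no opposite changes among genes shared at t45, and *EPS1* was of opposite direction here, at 0.39 in *tac1* and −0.41 in *lazy1*. The number of such genes was 33 with DESeq2, 13 in the fit of 21 libraries, 6 without t45 *lazy1* 13 and 1 with unique reads, and 0 with no filter, quantile-normalized RPKM and limma, the block, the floral content covariate, the authors' p-values and each other fit without 1 library.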

Other observations

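Apart from leaving out t45 *tac1* 5 and 6, none of the tests in this part was chosen after its result was seen, but the rule by which genes are named was written after fold changes in the paper's supplementary tables had been seen.

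Between upright *lazy1* and *tac1*, 409 genes were called, 108 higher and 301 lower in *lazy1*. Genes of aliphatic glucosinolate and sulfate assimilation had a median log2 fold change of −2.10 over 17 genes, and *MYB28*, their regulator, fell by 1.23 (adjusted p = 0.046; 15 lower when adjusted over the list alone), and an adjusted p = 0.17 with an estimated correlation. *TOC1*, of the evening clock, was higher by 0.91 (adjusted p = 0.03). The 409 genes became 76, 732 and 279 without t0 Col A, B or C, 13, 884 and 11 without *lazy1* A, B or 6B, and 7, 12 and 10 without *tac1* B, C or 3B, and *MYB28* and *TOC1* kept their calls in at most 4 of 9 of these fits.

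Between gravistimulated *lazy1* and *tac1*, 964 genes were called, 437 higher and 527 lower in *lazy1* (1552 and 1513 with DESeq2). Of 34 genes of salicylic acid synthesis, metabolism and response, 8 were higher and 1 lower (14 and 1 when adjusted over the list alone; adjusted p = 0.39 with an estimated correlation). *SARD1*, a transcription factor of this pathway, was higher by 5.96 (SE 1.04, adjusted p = 0.015), and *PR2* had 84.1 times more reads (counting interval 14.7 to 3.36e+03). Of 25 cytosolic ribosomal proteins 6 were higher (24 when adjusted over the list alone), and of the secondary cell wall *CESA7* and *CESA8* had log2 fold changes of −1.63 and −1.75 (adjusted p = 0.018). *PR2* had a log2 fold change of 5.97, and 4.43 without *lazy1* 13 and 7.61 without *tac1* 6. *SARD1* and *PR2* were not called without *tac1* 5 or 6, *CESA8* without *lazy1* 4 or 6, and *CESA7* without these or *tac1* 5, and none of these 4 genes was called with both *tac1* 5 and 6 left out, an alternative added after the data were seen. The count became 473 and 454 without Col 5 or 6, 301, 459 and 293 without *lazy1* 4, 5 or 6, and 171 and 186 without *tac1* 5 or 6.

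Other lists had few calls in edgeR's quasi-likelihood test. For t0 *lazy1* against Col, 0 genes were called of 13 plastid ribosomal proteins, 17 of aliphatic glucosinolate and sulfate assimilation, 16 of jasmonate and 14 of dark and sugar starvation. At an unadjusted p under 0.05 there were 11, 13, 9 and 7, with DESeq2 7 lower, 6 lower, 1 higher and 0, and with limma 0 in each. When adjusted over the list alone, 11, 13, 0 and 0 were lower, with medians of −0.39, −1.47, 1.52 and 0.72 and adjusted p = 0.25, 0.25, 0.36 and 0.32 with an estimated correlation. For t45 *lazy1* against Col, 0 of 14 touch-induced genes were called, with 5 at an unadjusted p under 0.05, 3 higher with DESeq2, a median of 1.28 and an adjusted p = 0.3 with an estimated correlation (0.62 in the blocked fit). Of 11 phosphate starvation genes, *PHO2* was lower (1 when adjusted over the list alone; adjusted p = 0.099 with an estimated correlation, 0.35 in the blocked fit).

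Lists of reproductive tissue had no call in t45 *tac1* against Col. Of 18 late pollen genes 0 were called, with 7 at an unadjusted p under 0.05, 5 higher with DESeq2, a median of 2.28 and an adjusted p = 0.68 with an estimated correlation. Of 8 genes of floral organ identity, 12 of anther and tapetum and 6 of the shoot meristem, 0 were called, with 2, 1 and 1 at an unadjusted p under 0.05 and medians of 0.26, 0.60 and −0.09. A single shoot meristem gene was lower with DESeq2 and when adjusted over the list alone, and limma called 0 genes of these lists. The list of genes named in the paper, chosen by the study, had 3 of 26 called lower in t0 *lazy1* (20 lower and 1 higher when adjusted over the list alone), which is not independent evidence.

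Other splits of the libraries into groups of the same sizes were compared with the real counts. At t45 the real split gave the highest count for *tac1* against Col (587, highest other 0) and *lazy1* against *tac1* (964, highest other 357). It did so over time for Col (957, highest other 2) and *tac1* (164, highest other 67). With 35 splits each, the share can go no lower than 1 of 35, without correction over the comparisons. Splits that mix groups also widen the spread within them, which lowers their counts. Over time, splits cannot tell gravistimulation from another difference between the t0 and t45 libraries. The count for Col was 0 without t0 Col A. For *lazy1* against Col at t45 (438, highest other 4), the splits ignore the label, and 2 genes were called with the label as a block. For the genes shared at t45 the count was 89 (highest other 0), which rests on the same calls. A single gene shared at t0 (highest other 5, in 2 of 100 splits) is too low a count to tell, and became 0 without any t0 library but Col C. For *lazy1* over time, other splits gave as many (17, highest other 462, in 2 of 35 splits), so chance cannot be excluded. A split that set the t0 libraries with t45 *lazy1* 13 apart from the rest gave the 462, which points to a structure of the samples. At t0 the 10 splits are too few for a share under 0.05 (37, 10 and 409, highest other 0 in each).

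Shared Col libraries may account for part of the 89 genes shared at t45, as 3 of 6 assignments of separate Col libraries gave more than 1.5 times the shared calls of independent lists and 3 did not. With 2 Col libraries for each mutant, the counts were too low to tell the explanations apart.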
